# *Caenorhabditis elegans* Genomic Response to Soil Bacteria Predicts Environment-Specific Genetic Effects on Life History Traits

**DOI:** 10.1371/journal.pgen.1000503

**Published:** 2009-06-05

**Authors:** Joseph D. Coolon, Kenneth L. Jones, Timothy C. Todd, Bryanua C. Carr, Michael A. Herman

## Abstract

With the post-genomic era came a dramatic increase in high-throughput technologies, of which transcriptional profiling by microarrays was one of the most popular. One application of this technology is to identify genes that are differentially expressed in response to different environmental conditions. These experiments are constructed under the assumption that the differentially expressed genes are functionally important in the environment where they are induced. However, whether differential expression is predictive of functional importance has yet to be tested. Here we have addressed this expectation by employing *Caenorhabditis elegans* as a model for the interaction of native soil nematode taxa and soil bacteria. Using transcriptional profiling, we identified candidate genes regulated in response to different bacteria isolated in association with grassland nematodes or from grassland soils. Many of the regulated candidate genes are predicted to affect metabolism and innate immunity suggesting similar genes could influence nematode community dynamics in natural systems. Using mutations that inactivate 21 of the identified genes, we showed that most contribute to lifespan and/or fitness in a given bacterial environment. Although these bacteria may not be natural food sources for *C. elegans*, we show that changes in food source, as can occur in environmental disturbance, can have a large effect on gene expression, with important consequences for fitness. Moreover, we used regression analysis to demonstrate that for many genes the degree of differential gene expression between two bacterial environments predicted the magnitude of the effect of the loss of gene function on life history traits in those environments.

## Authors Summary

Transcriptional profiling is often used to identify genes that are differentially regulated in response to different environments. These experiments assume that genes differentially expressed in response to different environments are functionally important and, furthermore, that the degree of differential gene expression is predictive of the magnitude of functional importance. In genetic experiments, function is inferred from analyzing the phenotypes of removing, reducing or altering gene function. However, to date, there has not been a specific test of how well the degree of differential gene expression between two (or more) environments is predictive of gene function. Here we identified *C. elegans* genes that were differentially expressed in response to different bacterial environments and determined the phenotypic differences of life history traits between these environments using mutant strains that compromised gene function. We found that differential gene expression is indeed predictive of functional importance of the identified genes in different environments. This observation has important implications for interpreting the results of transcriptional profiling experiments of populations of organisms in their native environments, where in many cases the genetic tools to disrupt gene function have not yet been fully developed or interfering with gene functions in nature may not be feasible.

## Introduction

We are interested in understanding the genetic mechanisms that underlie organismal responses to their environment, especially in light of human induced environmental change. To begin to address this challenge have chosen to model the interaction of soil nematodes and their environment in the laboratory using an ecological genomic approach. Nematodes play key roles in many ecosystems including nutrient cycling, turnover of microbial biomass [1] and decomposition of soil organic matter [2],[3]. In fact, bacterial-feeding soil nematodes are among the most abundant invertebrates in soils and are important members of grassland belowground food webs [4]. In addition, many bacterial-feeding taxa have been shown to be among the most responsive of nematode trophic guilds to various disturbance regimes [5]–[7]. These responses include shifts in the species composition of bacterial-feeding nematode assemblages, resulting in altered community structure and, presumably, function. For example the increased relative abundance of opportunistic Rhabditidae species is characteristic of a response to resource pulses caused by disturbance or changing land management practices [1],[8]. The effects of disturbance, can be direct, such as changes in chemical and physical properties of the soil that impact nematode movement or life history, or indirect, such as changes in other biotic components (e.g., food source) that affect the nematode community. Here we begin to address the genetic basis of one such indirect effect. Recent studies have demonstrated that the grassland soil bacterial (KLJ, JDC, MAH, unpublished) and bacterial-feeding nematode communities [5] on the Konza Prairie Biological Station responded to various disturbance treatments with species-specific responses, indicating that indirect causes through bottom-up effects of the responses of the bacterial-feeding nematode community are plausible. Other recent studies conducted in other ecosystem types have demonstrated microbial community responses to disturbances comparable to the bacterial community response we observed on Konza prairie. For example, tilling for agriculture [9],[10], burning of aboveground biomass [11]–[13] and the addition of nitrogen amendments [14]–[16] can cause changes in the relative abundance of bacterial species and microbial community diversity. Thus, the differential bacterial community response to perturbation, in conjunction with nematode food preference [17] and/or pathogenic interactions [18] with bacteria could drive the observed changes in nematode community structure. Therefore, we have focused on the genomic responses of microbial-feeding nematodes to the possible changes within the grassland microbial environment. We hypothesize that an examination of the genomic response of nematodes to different bacterial environments may reveal the genetic basis of the observed nematode community response.

We are interested in the genetic responses of native ecologically relevant nematodes that do not have well developed genetic and genomic resources and thus are not tractable for functional studies. Specifically, we have identified several members of the *Rhabditididae* (*Mesorhabditis*, *Oscheius* and *Pellioditis*) and *Cephalobidae* (*Acrobeloides* and *Acroboles*) families whose relative abundance is altered in response to nutrient additions. Thus, we have turned to a laboratory modeling approach using a related, genetically tractable, bacterial-feeding soil nematode to identify conserved candidate genes. Many groups have analyzed the transcriptional response of the genetically tractable nematode *Caenorhabditis elegans* to various, usually medically significant, bacteria [19]–[22], in order to model human innate immunity [18],[23]. While the high degree of evolutionary conservation allows *C. elegans* to be a good model for human-bacteria interactions, it may be an even better model for bacterial-feeding nematode responses to bacteria. Although *C. elegans* is not found in abundance in the grassland soils under study [5], it is related to many of the relevant nematode taxa of interest. Therefore, we exposed *C. elegans* to different grassland soil bacteria and used transcriptional profiling to identify differentially expressed genes. We determined the functional significance of a subset of the differentially expressed genes by measuring fitness and lifespan of mutant nematodes in the various bacterial environments. Our results demonstrate that the functions of many of the genes specifically induced in response to different bacteria contribute to nematode fitness and lifespan in those bacterial environments. Furthermore, for specific genes, the extent of differential gene expression between bacterial environments was correlated with the degree of the effect of mutations in those genes on life history traits in those environments. Thus we propose that examination of differential gene expression in different environments allows for prediction of degree of mutational effects of those genes in those environments. Thus, here we show the first evidence, to our knowledge, that there is indeed good predictive power for the effects of mutant phenotypes in an environment-specific manner, suggesting that the relative level of transcription can be informative about the relative contributions to function, at least for life history traits. Additionally, the examination of *C. elegans* gene function in new environments has uncovered new phenotypes for previously studied genes as well as genes that had not been shown to have obvious phenotypes under standard laboratory conditions, perhaps adding to our understanding of the *C. elegans* genome.

## Results

### *C. elegans* response to soil bacteria

We are interested in understanding naturally occurring nematode-bacterial interactions of native soil nematodes. Since these nematodes do not have well characterized genomes or genetic tools, we have used *C. elegans* as a model to discover conserved genes involved in these interactions. For this purpose, we isolated bacteria from grassland prairie soils at the Konza Prairie Biological Station. Although *C. elegans* has not been found at the Konza prairie, related nematodes from the same family (Rhabditidae) are found there, thus it should be a suitable model nematode. *Micrococcus luteus* was the most abundant bacterial species in the nutrient amendment plots (supplemented annually with 10 g/m^2^ ammonium nitrate for 21 years) that was culturable on nematode growth media (NGM) plates (data not shown). Nematode growth media was used for bacterial isolation, as growth on NGM was a requirement of the experiment. *Bacillus megaterium* and *Pseudomonas* sp. were isolated in association with Rhabditid nematodes from Konza prairie soils (*Oscheius* sp. and *Pellioditis* sp. respectively) [5],[24]. Bacteria were isolated by extracting nematodes from the soil followed by thorough washing to remove bacteria weakly associated with the nematode cuticle. Nematodes were then placed on NGM plates and allowed to defecate surviving ingested bacteria. Although, this method of bacterial isolation makes it likely that bacteria came from nematode intestines, we cannot rule out that bacteria were associated with native nematode cuticles. Thus, these were termed nematode associated bacteria. The *Pseudomonas* sp. we isolated was most similar to *Pseudomonas fluorescens* with 98% sequence identity (Ribosomal Database Project) in the 16S rDNA sequence (See Methods).

Wild-type *C. elegans* (N2) was grown on the three prairie bacterial species as well as *E. coli* (OP50) which served as a control, as it is the typical laboratory diet for *C. elegans* [25]. The different bacteria served as food sources for *C. elegans* as well as the immediate environment during growth as the culture plates contained bacterial lawns. Therefore, the effects of the external features of the different bacterial lawns (*e.g.* oxygen concentration in the bacterial lawn, bacterial viscosity and potential bacterial secretions) on nematode physiology could not be distinguished from the effects of ingestion of the bacteria and will hereafter be collectively referred to as ‘bacterial environment’. To get a more accurate estimate of the effects of different bacterial environments on nematode fitness, we used life tables to estimate absolute fitness (λ), which accounts for age specific fecundity (m_x_) and survival (l_x_), as well as generation time (T) [26] and is subsequently more comprehensive than brood size alone (see Methods). The absolute fitness of wild-type animals differed significantly in the different bacterial environments. Animals displayed the highest fitness when grown on *Pseudomonas* sp. (λ = 3.99), which was significantly greater (*P* = 0.021) than when grown on *E. coli* (λ = 3.60), *B. megaterium* (λ = 2.81, *P*<0.0001) and *M. luteus* (λ = 2.63, *P*<0.0001). Fitness of wild-type animals on *E. coli* was also significantly higher than on either *B. megaterium* (*P* = 0.027) or *M. luteus* (*P* = 0.027; Figure 1A, Table 1). It is interesting to note that the only previous study to use life tables to calculate fitness in *C. elegans* [27] found highly similar values (λ = 3.85, with growth on *E. coli* OP50).

**Figure 1:**
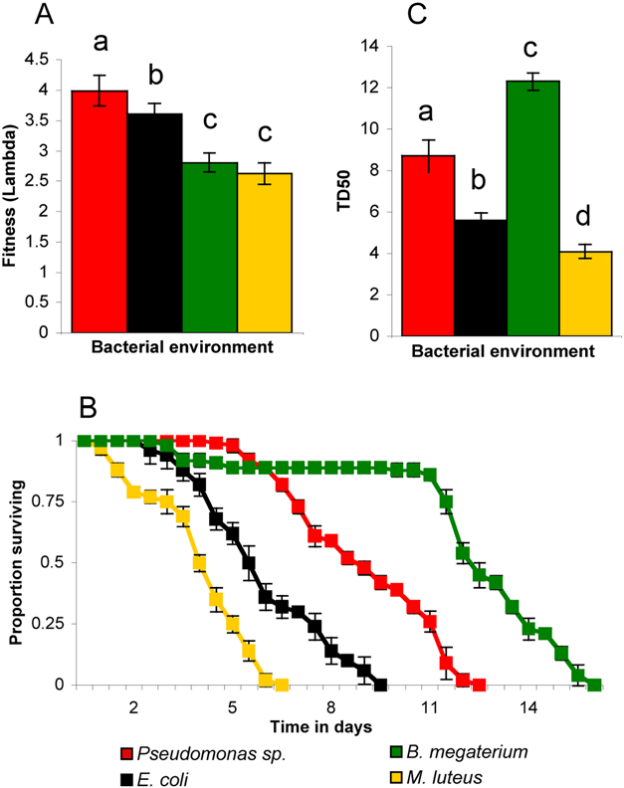
Effects of bacterial environment on wild-type life history traits. (A) Absolute fitness (λ) values for wild type (N2) in each bacterial environment. (B) Survivorship curves showing the proportion of the starting population surviving at different times in each bacterial environment. Letters over error bars indicate groups with significantly different means as determined by ANOVA. (C) Time to death for 50% of the individuals in a population (TD_50_) is shown for N2 grown in each bacterial environment. Standard error is indicated with error bars.

**Table 1:** Biological validation of identified genes.

Gene	*E. coli* (OP50)		*M. luteus*		*Pseudomonas* sp.		*B. megaterium*	
	λ	TD_50_	λ	TD_50_	λ	TD_50_	λ	TD_50_
wt	3.60(0.19)	5.6(0.22)	2.63(0.18)	4.1(0.22)	3.99(0.25)	8.7(0.27)	2.81(0.16)	12.3(0.27)
*acdh-1*	2.99(0.03)^−^	5.0(0.35)^−^	2.54(0.25)	5.0(0.35)^+^	3.78(0.74)	5.5(0.79)^−^	3.01(0.37)	10.4(0.42)^−^
*C23H5.8*	2.72(0.03)^−^	7.8(0.57)^+^	2.42(0.04)^−^	3.6(0.42)^−^	3.07(0.02)^−^	6.0(0.79)^−^	3.30(0.04)^+^	8.9(0.74)^−^
*cey-2*	3.08(0.04)^−^	6.1(0.42)	2.11(0.06)^−^	3.5(0.35)^−^	2.83(0.03)^−^	7.5(0.61)^−^	2.79(0.01)	7.0(0.35)^−^
*cey-4*	3.51(0.13)	5.6(0.42)	2.84(0.06)^+^	3.6(0.42)^−^	3.57(0.07)^−^	5.9(0.22)^−^	2.95(0.02)	3.7(0.27)^−^
*cpi-1*	3.25(0.15)^−^	7.6(0.22)^+^	3.01(1.17)	4.4(0.22)	3.65(0.43)	6.6(0.42)^−^	3.19(0.41)	12.4(0.42)
*ctl-1*	2.91(0.07)^−^	6.2(0.84)	2.53(0.07)	4.8(0.29)^+^	2.77(0.18)^−^	3.9(0.42)	2.29(0.07)^−^	8.5(0.35)^−^
*cyp-37A1*	3.59(0.08)	8.0(0.50)^+^	2.37(0.06)^−^	4.4(0.42)	3.64(0.03)^−^	8.5(0.35)^−^	2.85(0.04)	9.5(0.50)^−^
*dhs-28*	2.23(0.18)^−^	6.7(0.27)^+^	2.01(0.21)^−^	3.6(0.22)^−^	2.43(0.14)^−^	7.3(0.27)^−^	1.86(0.27)^−^	10.2(0.76)^−^
*dpy-14*	1.89(0.44)^−^	2.4(0.22)^−^	1.60(0.07)^−^	2.1(0.22)^−^	1.85(0.17)^−^	3.1(0.42)^−^	0.96(0.02)^−^	4.1(0.42)^−^
*dpy-17*	2.84(0.52)^−^	4.0(0.35)^−^	2.70(0.34)	3.1(0.42)^−^	3.20(0.45)^−^	3.0(0.35)^−^	2.69(0.80)	12.3(0.57)
*elo-5*	4.11(0.07)^+^	5.5(0.35)	3.02(0.10)^+^	2.6(0.42)^−^	4.07(0.12)	5.0(0.50)^−^	4.18(0.05)^+^	9.5(0.35)^−^
*F55F3.3*	3.53(0.15)	3.1(0.55)^−^	2.25(0.14)^−^	2.6(0.55)^−^	2.24(0.07)^−^	5.0(0.35)^−^	2.06(0.07)^−^	5.5(0.35)^−^
*fat-2*	3.27(0.13)^−^	9.9(0.82)^+^	2.97(0.04)^+^	8.5(0.35)^+^	4.23(0.04)	11.4(0.74)^+^	3.18(0.09)^+^	13.7(1.15)^+^
*gei-7*	3.52(0.25)	5.7(0.27)	2.73(0.12)	4.5(0.00)^+^	3.77(0.26)	7.6(0.22)^−^	3.27(0.48)	14.3(0.27)^+^
*gld-1*	3.15(0.13)^−^	5.6(0.22)	2.51(0.28)	3.5(0.35)^−^	3.53(0.06)^−^	4.3(0.57)^−^	2.78(0.04)	5.5(0.35)^−^
*hsp-12.6*	3.10(0.08)^−^	5.7(0.45)	2.50(0.18)	3.7(0.27)^−^	3.72(0.14)	6.6(1.29)^−^	3.00(0.08)^+^	9.5(1.00)^−^
*mtl-2*	3.77(0.17)	6.1(0.22)^+^	3.02(0.23)^+^	5.2(0.27)^+^	4.09(0.28)	8.0(0.35)^−^	3.75(0.40)^+^	13.8(0.27)^+^
*pab-2*	4.14(0.06)^+^	6.6(0.42)^+^	2.72(0.47)	5.4(0.42)^+^	4.29(0.24)	7.7(0.57)^−^	3.20(0.11)^+^	8.9(0.74)^−^
*rol-6*	2.82(0.22)^−^	3.1(0.82)^−^	2.28(0.11)^−^	2.9(0.22)^−^	3.11(0.09)^−^	7.7(0.45)^−^	2.56(0.04)^−^	10.2(0.76)^−^
*sqt-2*	2.97(0.01)^−^	6.9(0.42)^+^	2.69(0.06)	3.7(0.57)	3.72(0.06)^−^	4.2(0.57)^−^	3.39(0.47)^+^	7.2(1.35)^−^
*Y57A10C.6*	3.37(0.18)	6.3(0.45)^+^	2.09(0.09)^−^	4.5(0.00)^+^	3.41(0.33)^−^	8.2(0.57)	2.62(0.23)	15.0(0.35)^+^

*Wild-type* (N2) and mutant *C. elegans* strains were grown on the four bacterial isolates and absolute fitness (λ) and time to death for 50% of the individuals in a population (TD_50_ in days) was measured. *P*-values are shown for contrasts between environments within strain for λ and TD_50_. Standard error (s.e.m.) is given in parenthesis. + indicates a significant (*P*<0.05) increase relative to wild type and − indicates a significant (*P*<0.05) decrease of the mutant relative to *wild-type*.

Lifespan is another important aspect of nematode demography. Lifespan is measured here as time to death for 50% of a population (TD_50_) [28],[29] using survivorship curves (Figure 1B and Figure S1A, S1B, S1C, S1D). Lifespan is a complex trait; with the pathogenicity of *C. elegans* food sources being a major component, as it has been suggested that bacterial colonization and resultant tissue damage is the major cause of nematode death even on the standard *E. coli* strain OP50 [30],[31]. Van Voorhies *et al.* showed that the substrate in which lifespan is measured is important with wild-type *C. elegans* lifespan in soil being much shorter than lifespan when grown on agar plates [32]. However, in order to simply investigate the effects of bacterial environment we have chosen to use the more controlled agar plate substrate for *C. elegans* growth. Wild-type animals had lower TD_50_ values (i.e. died more quickly) when grown on *M. luteus* (TD_50_ = 4.1) than during growth on *E. coli* (TD_50_ = 5.6), while growth on both *Pseudomonas* sp. (TD_50_ = 8.7) and *B. megaterium* (TD_50_ = 12.3) increased lifespan with all pair-wise comparisons of the four bacterial environments significant (*P*<0.0001) (Figure 1C, Table 1). The extended lifespan in the *B. megaterium* environment is not likely a consequence of starvation, as generation time (thus larval developmental rate) is not severely altered as would be expected of worms under caloric restriction [33],[34] (Table S1). Wild-type lifespan on *E. coli* OP50 was only 5.6 days, this is in line with some studies [35] and lower than in others [36] possibly illustrating lab to lab differences in OP50 strains.

To further characterize wild-type *C. elegans* response to the bacterial isolates we conducted food preference tests. In a previous study [17], it was found that food choice was comprised of more than chemotaxis and there was a dynamic of both food seeking and food leaving behavior whereby *C. elegans* seeks out higher quality food sources and leaves behind hard to eat bacterial types. Additionally, the same study reported that while *C. elegans* had little chemoattraction to various tested bacterial species, there was obvious food preference measured by a biased choice assay. As we were interested in food preference, we therefore chose to use the biased choice assay (Figure 2A) rather than chemotaxis assays [17] and we determined food preferences for all pair-wise combinations of bacterial isolates (Figure 2B). We observed a hierarchy of food preferences: *Pseudomonas* sp. was most preferred, closely followed by *E. coli*, both of which were preferred over *B. megaterium*, followed by *M. luteus*. Interestingly, this hierarchy mirrored the observed trend for fitness in the different bacterial environments (Figure 1A), with *C. elegans* preferring *Pseudomonas* sp. on which it was most fit, followed by *E. coli*, *B. megaterium*, and *M. luteus*, respectively. Thus *C. elegans* food preference appears to correlate with fitness, with bacterial environments on which worms were most fit being preferred.

**Figure 2:**
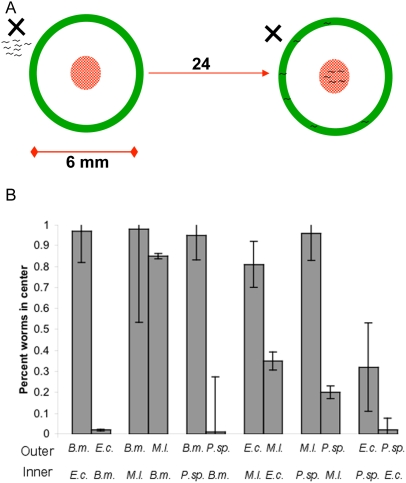
Food preference. (A) Food preferences of wild-type animals were measured in a biased choice assay modified from Shtonda and Avery (2006). Bacteria were arrayed on an agar plate as shown. Synchronized L1 larvae were placed outside the outer circle (indicated by the X) and the fraction in the center bacterial type was determined after 24 hours. (B) Fraction of nematodes in the center bacterial type is shown for all pair-wise comparisons, and reciprocal comparisons were used for *C. elegans* food preference. Standard error for each mean is indicated with error bars. The bacteria listed under each bar were compared and are either outer (outer ring) or inner (inner circle) and B.m. = *B. megaterium*, M.l. = *M. luteus*, E.c. = *E. coli*, P.sp. = *Pseudomonas* sp.

### Genomic transcriptional response

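RNA of wild-type worms from the 4 bacterial environments was compared on 36 spotted oligonucleotide arrays, each carrying a Cy3 and a Cy5 channel from different environments. *E. coli* OP50 is the standard laboratory food of *C. elegans*, and the other 3 bacteria are isolates from grassland soil or from nematodes living in it. Each of 6 biological replicates, numbered 2 to 7, holds each of the 6 pairs of environments on 1 array, so each environment was measured in 18 channels, 9 per dye. The paper describes the worms as young adults, and the deposited labels describe 7-day adults. 1 channel of the replicate 2 array of *Pseudomonas* sp. and *B. megaterium* has a treatment label naming *M. luteus* and was taken as *Pseudomonas* sp., as its other labels say. The authors scanned with GenePix, subtracted background and removed bad spots by hand, and the values used here are these intensities for 23232 probes, not normalized, from −77 to 65410. Of all cells, 62.0% are empty, 1.1% are below 0 and 0.698% are 0. A median of 7770.5 spots was measured per array (2632 to 16167), with 8088 (3154 to 15417) on arrays with *B. megaterium*, 7574.5 (2632 to 15114) with *E. coli*, 9205 (2632 to 16167) with *M. luteus* and 7483.5 (4261 to 16167) with *Pseudomonas* sp. Replicates 3 and 5 had the fewest, with medians of 4646.5 and 5928.5 spots, against 13152 in replicate 7. Here the values were log2-transformed, with values at or below 0 taken as missing, the mean of each channel was subtracted and the dye effect of each probe was removed. Differences within arrays gave 1 estimate per environment and replicate, and limma compared the environments across replicates, with environment and replicate as terms. A probe was tested where at least 4 replicates gave an estimate, which left 6279 probes, of which 2365 had 6 replicates and 5032 carry 1 gene symbol. Values of p were adjusted by Benjamini-Hochberg over all probes and the 6 comparisons, at the study's threshold of 0.01, and the median standard error (SE) of a log2 fold change was 0.437. In each comparison below, log2 fold changes are for the first bacterium named over the second.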

Transcriptional responses of wild-type *C. elegans* adults were assayed after growth on each of the four bacteria: *E. coli*, *M. luteus*, *Pseudomonas* sp., or *B. megaterium*. While dauer formation is an important aspect of the *C. elegans* life cycle, we have not observed dauer formation in all the native nematodes species that we are modeling with *C. elegans*. Therefore, young adult animals were analyzed; this also reduced the possibility that age differences confounded gene expression responses to the different bacterial environments (Figure S2). 

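2 oocyte genes rose on *B. megaterium* over *Pseudomonas* sp.: *cbd-1*, which encodes a chitin-binding protein of the eggshell, and *cey-2*, which encodes a germline protein with a cold-shock domain. Their log2 fold changes were 1.74 (SE 0.29, adjusted p = 0.00225 from limma, higher in 6 of 6 replicates) and 1.76 (SE 0.34, adjusted p = 0.00862). Both calls ended when single replicates were left out, with values between 1.39 and 2.05 then. Of 35 probes for oocyte and germline genes 33 had higher values on *B. megaterium* than on *E. coli*, 31 than on *M. luteus* and 32 than on *Pseudomonas* sp., with medians of 0.53, 0.54 and 0.53. These shifts passed with a preset correlation between genes (adjusted p = 1.28e-06, 9.46e-08 and 5.59e-06) and not with an estimated correlation (adjusted p = 0.117, 0.0804 and 0.137). None of 44 probes for sperm genes was called by limma in any comparison, and at unadjusted p under 0.05 the count was largest for *E. coli* over *Pseudomonas* sp., with 12 higher and 0 lower. The medians of the sperm genes were −0.35 for *B. megaterium* over *E. coli*, −0.31 for *B. megaterium* over *M. luteus* and 0.38 for *E. coli* over *Pseudomonas* sp. (adjusted p = 0.00222, 0.0431 and 0.00506 with the preset correlation and 0.603, 0.734 and 0.623 with an estimated correlation). Of 5 embryonic genes 0 were called by limma, at most 1 had an unadjusted p under 0.05 in any comparison, and their medians lay between −0.19 and 0.25.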

A total of 372 genes were shown to be differentially expressed and statistically significant with multiple testing correction (q<0.01, [37]) across all pair-wise comparisons. Of these, 366 were differentially expressed greater than two-fold and six less than two-fold, illustrating the high power associated with six biological replicates. 

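*mtl-1*, which encodes a metallothionein, was 42.6-fold lower on *B. megaterium* than on *E. coli* (log2 fold change −5.41, SE 0.46, adjusted p = 2.27e-06, lower in 6 of 6 replicates). It also fell on *B. megaterium* by 4.00 against *M. luteus* (SE 0.46, adjusted p = 5.69e-05) and by 3.88 against *Pseudomonas* sp. (SE 0.46, adjusted p = 7.53e-05). *fil-1*, which encodes a fasting-induced lipase, rose on *B. megaterium* against *E. coli* (2.63, SE 0.30, with 3.89 in replicate 2), *M. luteus* (3.11, SE 0.30, adjusted p = 8.32e-06) and *Pseudomonas* sp. (3.05, SE 0.30, adjusted p = 8.53e-06). *clec-50*, which encodes a protein with a C-type lectin domain, was higher on each of the other bacteria than on *Pseudomonas* sp., by 4.84 on *M. luteus* (SE 0.59, adjusted p = 2.12e-04), 3.84 on *E. coli* (adjusted p = 0.00177) and 3.58 on *B. megaterium* (adjusted p = 0.00326, 5 replicates). *lonp-2*, which encodes a peroxisomal Lon protease, fell on *E. coli* against *M. luteus* (−2.93, SE 0.41, adjusted p = 0.0018, 4 of 4 replicates), and *T16G1.6* fell on *B. megaterium* against *Pseudomonas* sp. (−2.65, SE 0.36, adjusted p = 6.61e-04, 5 of 5). In all, limma made 182 calls: 30 for *B. megaterium* against *E. coli* (2 higher and 28 lower), 9 for *B. megaterium* against *M. luteus* (1 and 8), 41 for *B. megaterium* against *Pseudomonas* sp. (27 and 14), 19 for *E. coli* against *M. luteus* (7 and 12), 34 for *E. coli* against *Pseudomonas* sp. (34 and 0) and 49 for *M. luteus* against *Pseudomonas* sp. (44 and 5). At unadjusted p under 0.05 the counts were 816, 457, 857, 526, 808 and 730 in the same order, and the study's channel-level model called 86 higher of 89 for *E. coli* against *Pseudomonas* sp. The median log2 fold change of all probes was 0.11 for *B. megaterium* against *Pseudomonas* sp., and with loess within arrays 21 of 42 calls there were higher, and 7 of 31 for *B. megaterium* against *E. coli*. With 1 replicate left out the counts ran from 15 to 29, 5 to 15, 19 to 46, 4 to 19, 8 to 59 and 19 to 72 in the same order. Each was lowest without replicate 4, with the same count without replicate 7 for *B. megaterium* against *M. luteus*. The *clec-50* calls on *E. coli* and *B. megaterium* ended without replicate 4, 6 or 7, with values of 2.84 to 4.28 when 1 replicate was left out.

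**Figure D1:**
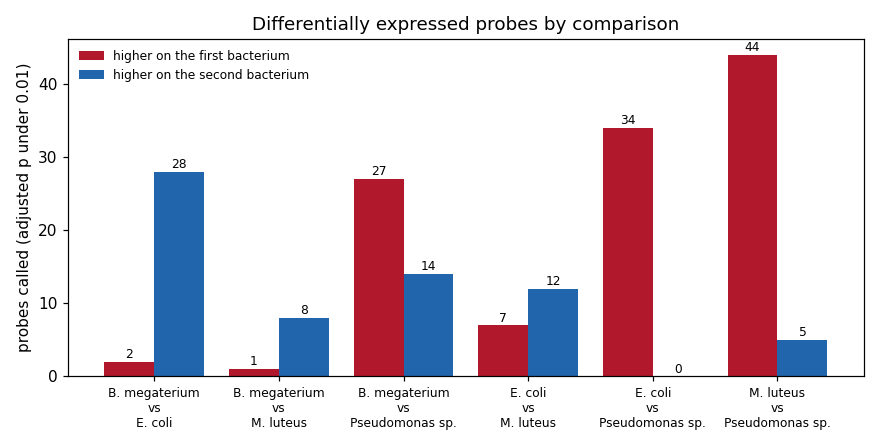
Bars give the number of probes with adjusted p under 0.01 in each pair of bacteria, in red higher on the first and in blue higher on the second. All 34 probes called for *E. coli* against *Pseudomonas* sp. were higher on *E. coli*, and 44 of 49 were higher on *M. luteus* than on *Pseudomonas* sp.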

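The smallest named change that passed was that of *C53B7.3* for *M. luteus* against *Pseudomonas* sp., at −1.42 on the log2 scale (SE 0.26, adjusted p = 0.00612, 6 of 6 replicates). *spp-17*, which encodes a saposin-like protein, was next to it for *E. coli* against *Pseudomonas* sp. (1.56, SE 0.29, adjusted p = 0.00644), and both calls ended when any 1 replicate was left out, at absolute values from 1.26 for *C53B7.3*. Further small changes were *F53H4.2* for *B. megaterium* against *Pseudomonas* sp. (−1.59), whose call ends without replicate 2, 3, 4, 5 or 7 (−1.70 to −1.46), and *ZK813.2* for *E. coli* against *M. luteus* (1.70), whose call ends without any 1 replicate (1.49 to 1.84). All 182 calls were at least 2-fold and 0 were under 2-fold. In simulated data of the same design, with 50 probes changed at each size among 6279, log2 changes of 1, 2, 3 and 4 were called for 1, 10, 32 and 48 probes of 50 for *B. megaterium* against *M. luteus*. For *E. coli* against *M. luteus* the counts were 0, 10, 29 and 47, and for *M. luteus* against *Pseudomonas* sp. 0, 12, 32 and 46. Of the 6079 unchanged probes, 0 were called at adjusted p under 0.01 in any comparison. In the same data the study's channel-level model, as run here in limma, called 9, 39, 49 and 49 of 50 for *B. megaterium* against *M. luteus*, 6, 34, 48 and 50 for *E. coli* against *M. luteus* and 7, 39, 50 and 50 for *M. luteus* against *Pseudomonas* sp., and with them 7, 3 and 7 unchanged probes. The simulated data held a spread between replicates of each environment, which the fit on replicates allows for and the channel-level model leaves out. The unchanged calls thus follow from that setting and do not measure the study's own error rate.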

The 372 genes correspond to a total of 204 unique genes identified across all comparisons (e.g., some genes had significant interactions with multiple bacteria; Tables 2, Table S2). 

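*adh-1*, *cpi-1* and *nlp-39* were each called in 4 comparisons, and each was higher on *E. coli* and on *Pseudomonas* sp. than on *B. megaterium* and on *M. luteus*. *adh-1*, which encodes an alcohol dehydrogenase, fell by 3.75 for *B. megaterium* against *E. coli* (SE 0.37, adjusted p = 8.96e-06), by 3.00 for *B. megaterium* against *Pseudomonas* sp. (adjusted p = 1.42e-04) and by 3.20 for *M. luteus* against *Pseudomonas* sp. (adjusted p = 6.56e-05) and rose by 3.94 for *E. coli* against *M. luteus* (adjusted p = 8.3e-06). *cpi-1*, which encodes a cystatin that inhibits cysteine proteases, fell by 3.90 (SE 0.40, adjusted p = 1.31e-05), 3.05 (adjusted p = 2.25e-04) and 2.16 (adjusted p = 0.00689) and rose by 3.00 (adjusted p = 2.64e-04) in the same order. *nlp-39*, which encodes a neuropeptide-like protein, fell by 3.38 (SE 0.58, adjusted p = 0.00304), 4.43 (adjusted p = 2.12e-04) and 4.13 (adjusted p = 4.28e-04) and rose by 3.07 (adjusted p = 0.00719). Single replicates left out ended the call of *cpi-1* for *M. luteus* against *Pseudomonas* sp., then at absolute values of 1.97 to 2.37, and those of *nlp-39* for *B. megaterium* against *E. coli* and *E. coli* against *M. luteus*, at 2.78 to 3.99 for *B. megaterium* against *E. coli*. The 182 calls come from 111 unique probes, of which 90 carry 1 gene symbol, for 88 genes. Of the 111 probes, 64 were called in 1 comparison, 26 in 2, 18 in 3 and 3 in 4. Among those in 3 are the peroxisomal genes *acox-3* and *maoc-1* and the lysozyme genes *lys-4*, *lys-5* and *lys-10*. Table S2 lists 81 of the 88 genes and not the other 7. Of 321 entries of Table S2 for 175 genes tested here, 319 had the same direction and 133 were called in that direction, with r = 0.988 between the values, though the entries come from the same arrays and are not independent of each other.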

Microarray expression levels of ten genes were verified using quantitative Polymerase Chain Reaction (qPCR) and found to be comparable to the microarray results, indicating that on average the expression differences revealed in the microarray analyses were reliable (Table S3).

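*mtl-2*, which encodes a metallothionein, fell on *B. megaterium* against *E. coli* (log2 fold change −3.32, SE 0.48, adjusted p = 5.36e-04, 6 of 6 replicates), where the paper gives a qPCR value of 2.89. *dpy-17*, which encodes a cuticle collagen, fell in the same comparison (−1.65, SE 0.31, adjusted p = 0.00784), against 1.72 by qPCR, and its call ended without any 1 of the 6 replicates. With 1 probe taken per gene, 12 of 30 pairs were not called here, among them *mtl-2* for *E. coli* against *Pseudomonas* sp. (2.10, adjusted p = 0.0292, qPCR 2.22) and the peroxisomal thiolase gene *daf-22* for *B. megaterium* against *M. luteus* (−2.19, adjusted p = 0.0152, qPCR 2.03, and 0.18 in replicate 5 alone). Another of the 12, *ilys-3* for *B. megaterium* against *Pseudomonas* sp., was called by its other probe (2.85, adjusted p = 0.00434). Table S3 gives 38 qPCR values for 12 genes, of which 30 values for 9 genes have a tested probe. Across these 30 pairs the sizes correlated with r = 0.759 (rho = 0.850, permutation p = 1e-05, the smallest that 100000 permutations can give), between 0.519 and 0.707 when single replicates were used. Several pairs share a gene and so are not independent. The widest gaps were those of *adh-1* for *M. luteus* against *Pseudomonas* sp., with 6.17 by qPCR, and of *F41F3.3* for the same bacteria, with 0.29 on the arrays and 2.68 by qPCR. The array values that Table S3 gives for *F41F3.3* equal those of *col-139* in Table S2. Which gene its qPCR values belong to is therefore uncertain, and they are kept in r.

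**Figure D2:**
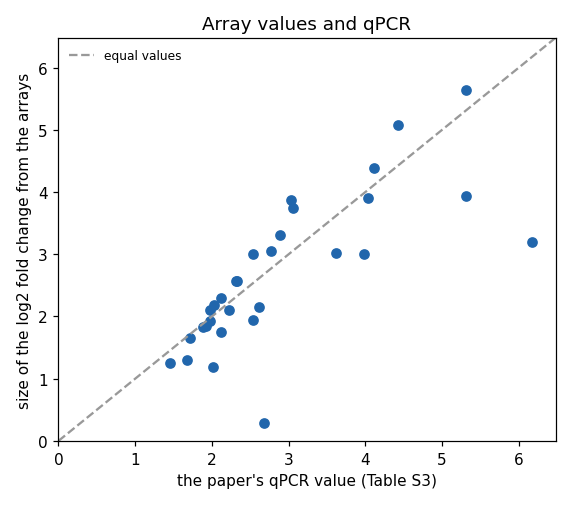
Each point is 1 gene in 1 pair of bacteria, with the paper's qPCR value across and the size of the log2 fold change from the arrays upward. The dashed line marks equal values, and the lowest point is *F41F3.3* for *M. luteus* against *Pseudomonas* sp. (0.29), whose gene in Table S3 is uncertain.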

**Table 2:** Identification of differentially expressed genes.

Comparison	No. of genes
*B. megaterium* vs. *E. coli* (OP50)	55
*B. megaterium* vs. *M. luteus*	25
*B. megaterium* vs. *Pseudomonas* sp.	81
*E. coli* (OP50) vs. *M. luteus*	41
*E. coli* (OP50) vs. *Pseudomonas* sp.	62
*M. luteus* vs. *Pseudomonas* sp.	108
TOTAL	372
UNIQUE	204

Statistical analysis was performed using a mixed model ANOVA. False discovery rate (q<0.01) was used to determine significance thresholds for identification of differentially expressed genes. Given the overlap of differentially expressed genes identified between the six comparisons, the number of unique genes identified is also included.

Gene Ontology (GO) terms for the identified genes were used to group genes by similar function (See Methods). 

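Genes of fatty acid oxidation were higher on *M. luteus* than on each of the other 3 bacteria. *maoc-1*, which encodes a peroxisomal enoyl-CoA hydratase, rose on *M. luteus* over *Pseudomonas* sp. (2.84, SE 0.28, adjusted p = 8.32e-06, 6 of 6 replicates) and fell against *M. luteus* by 2.10 on *B. megaterium* (adjusted p = 2.25e-04) and by 2.11 on *E. coli* (adjusted p = 2.14e-04). *acox-3*, which encodes an acyl-CoA oxidase, changed by 2.11 for *M. luteus* against *Pseudomonas* sp. (SE 0.30, adjusted p = 4.41e-04) and by −2.42 for *E. coli* against *M. luteus* (adjusted p = 1.24e-04). *daf-22* (3.02, SE 0.45, adjusted p = 8.94e-04) and *dhs-28*, which encodes a peroxisomal 3-hydroxyacyl-CoA dehydrogenase (1.94, SE 0.32, adjusted p = 0.00218), rose on *M. luteus* over *Pseudomonas* sp. Both fell on *E. coli* against *M. luteus* (−2.57, adjusted p = 0.0039, and −1.84, adjusted p = 0.00348), and *acox-1.6* fell on *B. megaterium* against *M. luteus* (−2.96, SE 0.52, adjusted p = 0.00959, 4 of 4 replicates). On *E. coli* against *M. luteus* the call of *dhs-28* ends without replicate 2, 4, 6 or 7 and that of *daf-22* without replicate 2, 3, 4, 6 or 7, at absolute values from 1.68 to 2.98 when 1 replicate is left out. On *M. luteus* over *Pseudomonas* sp. *dhs-28* ends without replicate 2, 4 or 6 (1.84 to 2.02) and *daf-22* without replicate 7 (2.67 to 3.37). Of 20 probes for fatty acid oxidation, 3 fell on *B. megaterium* against *M. luteus*, 4 fell on *E. coli* against *M. luteus* and 4 rose on *M. luteus* over *Pseudomonas* sp., with 6, 6 and 6 when adjusted over the list alone, and none moved the other way. The medians were −0.77, −0.74 and 0.67 (adjusted p = 2.08e-07, 3.25e-07 and 3.97e-06 with an estimated correlation). Table S2, drawn from the same arrays, lists 5 of the 20 genes, and each gene called here but *acox-1.6* is among them. The shift of the list is thus not independent of Table S2, and the other genes were not tested alone. *fat-7*, which encodes a stearoyl-CoA desaturase, fell on *B. megaterium* (−3.15, SE 0.39, adjusted p = 1.37e-04) and on *E. coli* (−2.40, adjusted p = 0.00188) against *M. luteus* and rose on *M. luteus* over *Pseudomonas* sp. (2.21, adjusted p = 0.00404). Its call on *E. coli* against *M. luteus* ends without replicate 4 or 6 (−2.70 to −2.18) and that on *M. luteus* over *Pseudomonas* sp. without replicate 2, 5 or 6 (2.01 to 2.40). The 11 probes for fatty acid synthesis, elongation and desaturation had medians of −0.92 for *B. megaterium* against *M. luteus* (adjusted p = 5.44e-04 with an estimated correlation, 1 called), −0.74 for *B. megaterium* against *E. coli* (adjusted p = 0.167), −0.21 for *E. coli* against *M. luteus* (adjusted p = 0.276) and 1.02 for *M. luteus* against *Pseudomonas* sp. (adjusted p = 0.108).

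**Figure D3:**
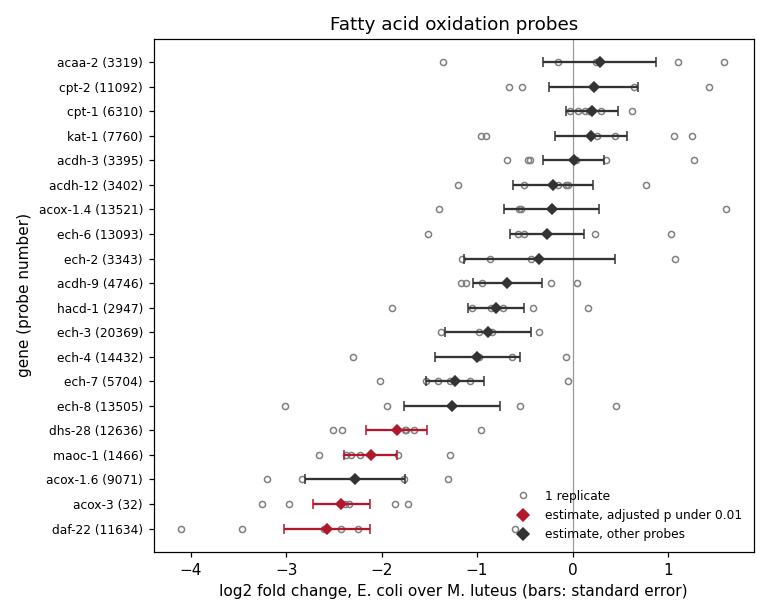
Log2 fold change of each fatty acid oxidation probe for *E. coli* over *M. luteus*, with circles for single replicates, diamonds for estimates and bars for the SE. Estimates in red have adjusted p under 0.01, with *daf-22* lowest at −2.57.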

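Yolk protein genes were higher on *M. luteus* than on *Pseudomonas* sp.: *vit-3* (3.32, SE 0.56, adjusted p = 0.00251, 5 of 6 replicates, with −1.21 in replicate 5) and *vit-4* (3.88, SE 0.62, adjusted p = 0.00256). Second probes of *vit-3* and *vit-4* gave 0.76 and 0.77 and were not called. *vit-1* fell on *E. coli* against *M. luteus* (−2.31, SE 0.44, adjusted p = 0.00804), and these 3 calls each end when single replicates are left out, at 3.03 to 4.52 for *M. luteus* against *Pseudomonas* sp. and −2.58 to −1.96 for *vit-1*. The 8 vitellogenin probes had a median of 1.08 for *M. luteus* against *Pseudomonas* sp. (4 higher when adjusted over the list alone, adjusted p = 0.0406 with an estimated correlation). Their medians were −0.63 for *E. coli* against *M. luteus* (adjusted p = 0.138 with an estimated correlation), −0.53 for *B. megaterium* against *M. luteus* (adjusted p = 0.253) and 0.62 for *B. megaterium* against *Pseudomonas* sp. (adjusted p = 0.497). *lbp-5*, which encodes a fatty-acid-binding protein, fell on *E. coli* against *M. luteus* (−2.64, SE 0.50, adjusted p = 0.00776, 5 of 6 replicates), and so did *dhs-18*, which encodes a dehydrogenase (−2.04, SE 0.38, adjusted p = 0.00731). *F25E2.3* rose on *M. luteus* over *Pseudomonas* sp. (3.72, SE 0.55, adjusted p = 0.00143, 5 of 5), *Y82E9BR.3* on *E. coli* (2.42, SE 0.38, adjusted p = 0.00143) and on *M. luteus* (2.28, adjusted p = 0.00243) over *Pseudomonas* sp., and the cytochrome c gene *cyc-2.1* on *E. coli* over *Pseudomonas* sp. (1.94, SE 0.33, adjusted p = 0.00273). The calls of *lbp-5* (−3.20 to −2.30) and *dhs-18* (−2.18 to −1.93) end without replicate 2, 3, 4, 6 or 7, those of *cyc-2.1* (1.70 to 2.24) and of *Y82E9BR.3* on *M. luteus* (2.01 to 2.57) without 2, 4, 6 or 7, that of *Y82E9BR.3* on *E. coli* (2.08 to 2.67) without 4, 6 or 7 and that of *F25E2.3* (3.08 to 4.15) without 4 or 7. In the metabolism group of Table S2, chosen by the study and so not independent evidence, 6 of 29 probes fell and 1 rose on *E. coli* against *M. luteus* (median −1.26, adjusted p = 7.6e-04 with an estimated correlation), 5 rose and 1 fell on *M. luteus* against *Pseudomonas* sp. (1.55, adjusted p = 3.88e-05), and 2 fell on *B. megaterium* against *M. luteus* (−0.97, adjusted p = 2.06e-05). That group holds 10 of the 81 called genes in Table S2, or 12.3%.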

Metabolism genes were highly represented (16.6%) as expected. 

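Lysozyme genes were higher on *M. luteus* and on *B. megaterium* than on *Pseudomonas* sp. *lys-4* rose on *M. luteus* over *Pseudomonas* sp. by 5.63 (SE 0.45, adjusted p = 1.66e-06, 6 of 6 replicates) and by 4.47 (adjusted p = 2.78e-05) by 2 probes, and on *B. megaterium* over *Pseudomonas* sp. by 4.95 and 5.07 (SE 0.48 and 0.45). *ilys-3* rose on *M. luteus* over *Pseudomonas* sp. by 4.39 (adjusted p = 1.66e-04) and 4.10 (adjusted p = 1.32e-04), *lys-10* by 3.65 (SE 0.39) and *ilys-5* by 3.31 (SE 0.52, adjusted p = 0.00135). On *B. megaterium* over *Pseudomonas* sp., *ilys-5* rose by 4.06 (SE 0.52, adjusted p = 1.66e-04, with 2.58 in replicate 2), *ilys-3* by 2.85 (SE 0.51, adjusted p = 0.00434, with 0.64 in replicate 7 and 2.29 by a second probe) and *lys-10* by 2.48 (adjusted p = 0.00208, 5 of 5). *lys-5* rose on *B. megaterium* (4.28, SE 0.44) and on *M. luteus* (3.26, SE 0.44, adjusted p = 2.75e-04) over *Pseudomonas* sp., but a second probe gave 1.35 and 1.00 and was not called. *lys-4* rose also on *E. coli* over *Pseudomonas* sp. (3.88, SE 0.45, adjusted p = 6.56e-05, and 2.64, adjusted p = 0.00599), and *lys-10* fell by 2.10 on *E. coli* against *M. luteus* (adjusted p = 0.00875). Of 14 lysozyme probes for 11 genes, 7 were called higher on *M. luteus* than on *Pseudomonas* sp. and 6 higher on *B. megaterium* than on *Pseudomonas* sp., or 8 and 7 when adjusted over the list alone. Adjusted this way, 7 were higher on *E. coli* than on *Pseudomonas* sp., 4 higher on *B. megaterium* than on *E. coli* and 7 lower on *E. coli* than on *M. luteus*. The medians were 2.39 for *M. luteus* against *Pseudomonas* sp. (adjusted p = 5.29e-06 with an estimated correlation), 1.82 for *B. megaterium* against *Pseudomonas* sp. (adjusted p = 1.29e-04), −1.53 for *E. coli* against *M. luteus* (adjusted p = 0.00863), 1.12 for *E. coli* against *Pseudomonas* sp. (adjusted p = 0.103), 0.93 for *B. megaterium* against *E. coli* (adjusted p = 0.108) and −0.22 for *B. megaterium* against *M. luteus* (adjusted p = 0.734). The calls of *ilys-5* on *M. luteus* over *Pseudomonas* sp. (without replicate 4, 6 or 7, at 2.93 to 3.90), of *ilys-3* (without 2, 3 or 4, at 2.60 to 3.29) and *lys-10* (without 2, 4 or 6, at 2.14 to 2.84) on *B. megaterium* over *Pseudomonas* sp., of the second probe of *lys-4* on *E. coli* over *Pseudomonas* sp. (without 2, 3, 4, 6 or 7, at 2.39 to 3.04) and of *lys-10* on *E. coli* against *M. luteus* (without 2, 3, 4, 6 or 7, at −2.26 to −1.86) end, and the others on *M. luteus*, *B. megaterium* and *E. coli* over *Pseudomonas* sp. stay. Table S2, drawn from the same arrays, lists 6 of the 11 genes. The 5 probes of the other 5 genes had medians of 0.33 for *M. luteus* against *Pseudomonas* sp., 0.71 for *B. megaterium* against *Pseudomonas* sp. and −0.60 for *E. coli* against *M. luteus*, with 0 called. The shift of the list thus rests mainly on genes that Table S2 lists, a division that is not independent of their change. 10 intestinal marker probes had a median of 1.60 for *B. megaterium* against *Pseudomonas* sp. (adjusted p = 0.0479 with an estimated correlation, 2 called) and 0.52 for *M. luteus* against *Pseudomonas* sp. (adjusted p = 0.157).

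**Figure D4:**
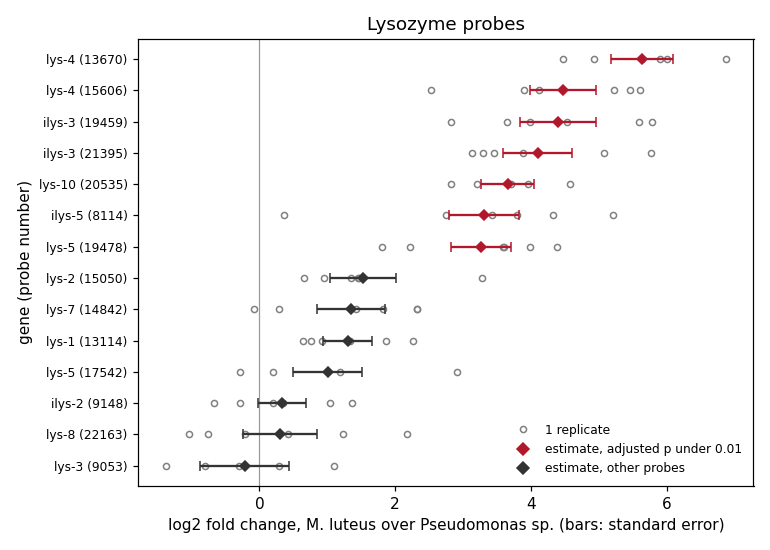
Log2 fold change of each lysozyme probe for *M. luteus* over *Pseudomonas* sp., with circles for single replicates, diamonds for estimates and bars for the SE. 7 estimates in red have adjusted p under 0.01, from 3.26 (*lys-5*) to 5.63 (*lys-4*).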

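The saposin-like gene *spp-4* rose on *M. luteus* (3.70, SE 0.45, adjusted p = 4.99e-04) and on *B. megaterium* (3.40, SE 0.45, adjusted p = 0.00106) over *Pseudomonas* sp., in 4 of 4 replicates. *spp-17* (2.08, SE 0.29, adjusted p = 4.25e-04) and *spp-2* (2.76, SE 0.42, adjusted p = 0.00163, 5 of 5) rose on *M. luteus* over *Pseudomonas* sp., and *spp-17* fell on *B. megaterium* against *M. luteus* (−1.76, SE 0.29, adjusted p = 0.00215). The call of *spp-17* on *B. megaterium* against *M. luteus* ends without replicate 2, 4 or 7 (−1.91 to −1.56) and that of *spp-2* without replicate 4 or 6 (2.40 to 3.02), and *spp-4*, measured in 4 replicates, could not be tested without any of them. The galectin genes *lec-8* (2.66, SE 0.47, adjusted p = 0.00413) and *lec-9* (1.66, SE 0.29, adjusted p = 0.00348) rose on *M. luteus* over *Pseudomonas* sp., and neither stays called with every replicate left out in turn (1.54 to 3.15). Of 11 saposin-like probes, 3 were called higher on *M. luteus* than on *Pseudomonas* sp. and 2 higher on *B. megaterium* than on *Pseudomonas* sp., or 4 and 3 when adjusted over the list alone. Their medians were 0.63 (adjusted p = 0.016 with an estimated correlation) and 0.71 (adjusted p = 0.117), and 0.52 for *E. coli* against *Pseudomonas* sp. (adjusted p = 0.13), beside 1.60 for 10 intestinal marker probes on *B. megaterium* over *Pseudomonas* sp. (adjusted p = 0.0479 with an estimated correlation). 8 galectin probes had medians of 0.84 for *M. luteus* against *Pseudomonas* sp. (3 higher over the list alone, adjusted p = 0.0492 with an estimated correlation), 0.63 for *E. coli* against *Pseudomonas* sp. (adjusted p = 0.222) and −0.37 for *B. megaterium* against *M. luteus* (adjusted p = 0.32). 34 C-type lectin probes did not shift in any comparison, with a median of −0.02 for *M. luteus* against *Pseudomonas* sp. (adjusted p = 0.931), where 1 was called. Of 17 epidermal antimicrobial peptide probes, 0 were called by limma, with 0 higher and 5 lower at unadjusted p under 0.05 on *B. megaterium* against *E. coli*, and the medians were −0.62 there and 0.48 for *E. coli* against *M. luteus* (adjusted p = 0.0108 and 0.0108 with the preset correlation, 0.166 and 0.166 with an estimated correlation). 4 targets of the PMK-1 p38 pathway had medians of 0.73 for *B. megaterium* against *Pseudomonas* sp. and 0.86 for *M. luteus* against *Pseudomonas* sp. (adjusted p = 0.162 and 0.0933), with 0 called by limma and 1 of 4 at unadjusted p under 0.05 in either. The groups in Table S2 for defense and for metabolism with defense hold 15 (18.5%) and 1 (1.23%) of the 81 called genes listed there.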

Interestingly, genes previously implicated in innate immunity were found in all six comparisons (11.6%). Specifically, we found 20 defense genes upregulated in response to *M. luteus*, 12 in response to *E. coli*, 14 in response to *B. megaterium* and two in response to *Pseudomonas sp.* That we found defense genes upregulated in response to the latter two bacteria was unexpected, as they cause an increase in lifespan relative to *E. coli* (Figure 1B, Table 1). 

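On *M. luteus*, 13 genes of the groups of Table S2 for defense and for metabolism with defense, the latter with *maoc-1* alone, were called higher than on at least 1 other bacterium: *clec-50*, *ilys-3*, *ilys-5*, *lec-8*, *lec-9*, *lys-10*, *lys-4*, *lys-5*, *maoc-1*, *mtl-1*, *spp-17*, *spp-2* and *spp-4*. On *B. megaterium* there were 8: *clec-50*, *ilys-3*, *ilys-5*, *lys-10*, *lys-4*, *lys-5*, *spp-18* and *spp-4*. On *E. coli* there were 6: *clec-50*, *hsp-12.6*, *lys-4*, *mtl-1*, *mtl-2* and *spp-17*. On *Pseudomonas* sp. there was 1, *mtl-1*, which encodes a metallothionein. The study chose these groups from its own calls, so these counts are not independent evidence. In Table S2 itself the counts of such genes are 17, 11, 12 and 2 in the same order. For *M. luteus* against *Pseudomonas* sp., 13 of 24 probes of the defense group alone were called higher and 0 lower (median 1.97, adjusted p = 3.25e-07 with an estimated correlation), and 9 of the 13 stay called with every replicate left out in turn, with *spp-4*, 1 of the 9, not tested without any of its 4 replicates. For *B. megaterium* against *Pseudomonas* sp. 6 of 10 calls of that group stay, *spp-4* among them, and for *E. coli* against *Pseudomonas* sp. 1 of 4. For *B. megaterium* against *M. luteus* the median was −0.56 (adjusted p = 0.185 with an estimated correlation) with 2 called lower, and for *E. coli* against *M. luteus* the group was lower by a median of 1.00 (adjusted p = 0.0963) with 1 called lower.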

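Cuticle collagen genes were higher on *E. coli* than on *Pseudomonas* sp.: *col-119* (4.15, SE 0.70, adjusted p = 0.00256), *col-178* (3.77, SE 0.58, adjusted p = 0.00203, 5 of 5 replicates, with 0.83 in replicate 3), *col-122* (3.69, SE 0.64, adjusted p = 0.00572) and *col-124* (3.41, SE 0.55, adjusted p = 0.00166). *col-19* (3.12, SE 0.58, adjusted p = 0.00957) and *col-13* (3.36, SE 0.58, adjusted p = 0.00336) were also higher, but a second probe of *col-13* gave 0.01. Of 73 collagen probes for 70 genes 69 had higher values on *E. coli* than on *Pseudomonas* sp., 7 were called and 18 were higher when adjusted over the list alone. The median was 1.08 (adjusted p = 0.0177 with an estimated correlation). For *B. megaterium* against *E. coli* the median was −0.95 (adjusted p = 0.0406 with an estimated correlation), with 2 called lower, 9 lower over the list alone and 8 of the 73 probes with a higher value on *B. megaterium*. For *M. luteus* against *Pseudomonas* sp. the median was 0.81 with 61 higher values and 9 passing over the list alone, for *B. megaterium* against *M. luteus* −0.57 with 3 lower, and for *E. coli* against *M. luteus* 0.41 (adjusted p = 6.95e-10, 9.13e-11 and 1.17e-04 with the preset correlation and 0.19, 0.167 and 0.488 with an estimated correlation). For *B. megaterium* against *Pseudomonas* sp. it was 0.25 (adjusted p = 0.596). None of the 9 single calls stays with every replicate left out in turn, the 7 on *E. coli* over *Pseudomonas* sp. then lying between 2.31 and 4.60. 18 muscle marker probes had medians of 0.54 for *E. coli* against *Pseudomonas* sp. (adjusted p = 0.00315 with the preset correlation and 0.332 with an estimated correlation) and −0.54 for *B. megaterium* against *E. coli* (adjusted p = 0.0024 and 0.321), with 0 called by limma and, at unadjusted p under 0.05, 6 higher and 0 lower in the first and 1 higher and 6 lower in the second. Table S2 lists 19 of the 70 genes, and its collagen group holds 8 of the 81 called genes, or 9.88%. In that group, chosen by the study and so not independent evidence, the medians over 20 probes were 2.72 for *E. coli* against *Pseudomonas* sp. (adjusted p = 6.16e-06 with an estimated correlation), −1.48 for *B. megaterium* against *E. coli* (adjusted p = 0.0012) and 1.60 for *M. luteus* against *Pseudomonas* sp. (adjusted p = 0.00901).

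**Figure D5:**
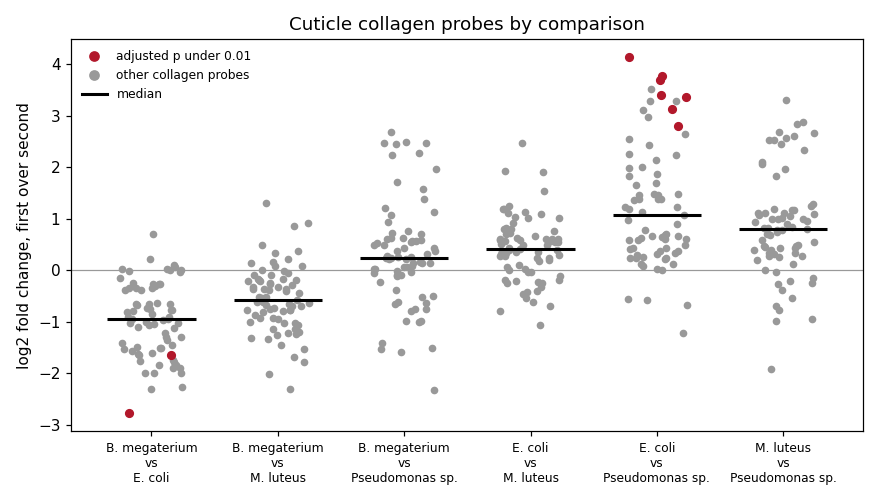
Each point is 1 cuticle collagen probe, with its log2 fold change (first bacterium over second) upward and the 6 pairs of bacteria across. Black lines mark medians and red points have adjusted p under 0.01, the 7 highest being on *E. coli* over *Pseudomonas* sp.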

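Among membrane-associated genes, *W03F9.4* rose on *M. luteus* over *Pseudomonas* sp. (3.09, SE 0.43, adjusted p = 7e-04, 5 of 5 replicates), and its call stays with every replicate left out in turn. *R09H10.5* (1.88, SE 0.32, adjusted p = 0.00337) and *sec-61.B*, which encodes a subunit of the protein channel of the endoplasmic reticulum (1.91, SE 0.35, adjusted p = 0.00612), rose in the same comparison. *F28H7.3* rose on *B. megaterium* over *Pseudomonas* sp. (2.72, SE 0.49, adjusted p = 0.00527) and *M60.4* fell on *B. megaterium* against *E. coli* (−2.09, SE 0.35, adjusted p = 0.00276). Each of these last 4 ends when single replicates are left out, with absolute values from 1.68 to 2.13 for *R09H10.5*, 1.73 to 2.06 for *sec-61.B*, 2.00 to 3.07 for *F28H7.3* and 1.94 to 2.22 for *M60.4*. Over the 19 probes of the membrane group of Table S2, chosen by the study and so not independent evidence, 3 were called higher on *M. luteus* than on *Pseudomonas* sp. (median 0.90, adjusted p = 0.103 with an estimated correlation) and 1 lower on *B. megaterium* than on *E. coli* (−0.82, adjusted p = 0.0222). For *E. coli* against *Pseudomonas* sp. the median was also 0.90 (adjusted p = 0.00361 with an estimated correlation), with 0 called by limma and 12 higher and 0 lower at unadjusted p under 0.05. The group holds 5 of the 81 called genes listed there, or 6.17%.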

Surprisingly, 9.5% of identified genes were involved in cuticle biosynthesis or collagens and 9.0% were membrane associated. Other groups found to make up smaller proportions were developmental (7%), ribosomal (6.5%), proteases (5.5%), and gene expression (3.5%). 

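The cathepsin B-like gene *cpr-9* was 23.8-fold higher on *B. megaterium* than on *Pseudomonas* sp. (log2 fold change 4.57, SE 0.57, adjusted p = 1.44e-04, 6 of 6 replicates) and rose on *M. luteus* over *Pseudomonas* sp. (4.34, SE 0.57, adjusted p = 2.25e-04). *cpr-5*, of the same family, rose on *B. megaterium* (2.67, SE 0.38, adjusted p = 4.71e-04) and on *M. luteus* (2.31, SE 0.38, adjusted p = 0.00203) over *Pseudomonas* sp., and *cpr-3* (1.99, SE 0.37, adjusted p = 0.00702) and the aspartic protease gene *asp-12* (3.73, SE 0.67, adjusted p = 0.00497) rose on *B. megaterium* over *Pseudomonas* sp. *cpl-1*, which encodes cathepsin L, rose on *M. luteus* over *Pseudomonas* sp. (2.06, SE 0.40, adjusted p = 0.00939), and *asp-13* fell on *B. megaterium* against *M. luteus* (−1.94, SE 0.36, adjusted p = 0.00612, with −0.61 in replicate 2). Of 18 cathepsin probes, 4 were called higher on *B. megaterium* than on *Pseudomonas* sp. and 3 higher on *M. luteus* than on *Pseudomonas* sp., or 7 and 4 over the list alone, and 4 were higher on *B. megaterium* than on *E. coli* over the list alone. The medians were 1.21, 0.70 and 1.06, and −0.33 for *E. coli* against *M. luteus* (adjusted p = 1.69e-08, 2.42e-05, 3.62e-04 and 0.0235 with the preset correlation and 0.0571, 0.172, 0.276 and 0.499 with an estimated correlation). Of these single calls, *cpr-9* and *cpr-5* on *B. megaterium* and *cpr-9* on *M. luteus* stay with every replicate left out in turn, and the rest end, at 1.75 to 2.31 for *cpr-3* and 2.94 to 4.36 for *asp-12* on *B. megaterium* over *Pseudomonas* sp., 2.03 to 2.61 for *cpr-5* and 1.87 to 2.25 for *cpl-1* on *M. luteus* over *Pseudomonas* sp., and −2.21 to −1.87 for *asp-13*. Table S2, drawn from the same arrays, lists 9 of the 18 cathepsin genes, and each gene called here is among them. 10 intestinal marker probes, of which *cpr-5* is 1, had medians of 1.60 on *B. megaterium* over *Pseudomonas* sp. (adjusted p = 0.0479 with an estimated correlation) and 0.52 on *M. luteus* over *Pseudomonas* sp. (adjusted p = 0.157).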

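*rplp-0*, which encodes an acidic protein of the ribosomal stalk, rose on *E. coli* (3.67, SE 0.49, adjusted p = 2.64e-04), *M. luteus* (3.23, SE 0.49, adjusted p = 0.00102) and *B. megaterium* (2.53, SE 0.49, adjusted p = 0.00957) over *Pseudomonas* sp. On *E. coli* over *Pseudomonas* sp., *rpl-37A* (2.69, SE 0.38, adjusted p = 5.18e-04), *rplp-2.2* (2.54, SE 0.36, adjusted p = 5.15e-04) and *rplp-2.1* (2.47, SE 0.39, adjusted p = 0.00141) rose too. *eef-1B.1*, which encodes a subunit of elongation factor 1, rose on *E. coli* (3.22, SE 0.41, adjusted p = 1.66e-04), *M. luteus* (2.56, SE 0.41, adjusted p = 0.00166) and *B. megaterium* (2.29, SE 0.41, adjusted p = 0.00461) over *Pseudomonas* sp. The list of cytosolic ribosomal proteins does not hold *rplp-2.1*, which was also called on *M. luteus* over *Pseudomonas* sp. (2.01, adjusted p = 0.00939). Of its 68 probes, 3, 3 and 2 were called higher on *E. coli*, *M. luteus* and *B. megaterium* than on *Pseudomonas* sp. (4, 4 and 4 over the list alone), with medians of 0.32, 0.26 and 0.45 whose sign for *E. coli* and *M. luteus* turns with loess within arrays. Those shifts had adjusted p = 6.02e-06, 6.95e-04 and 7.21e-07 with the preset correlation and 0.623, 0.731 and 0.6 with an estimated correlation. The calls of *rplp-0*, *rpl-37A*, *rplp-2.2* and *eef-1B.1* on *E. coli* over *Pseudomonas* sp. stay with every replicate left out in turn, from 2.33 to 4.13, while that of *rplp-2.1* on *E. coli* (without replicate 4 or 7, at 2.25 to 2.75) and those on *M. luteus* (1.71 to 3.76) and on *B. megaterium* (1.63 to 3.04) over *Pseudomonas* sp. end. In the groups of Table S2, chosen by the study and so not independent evidence, the 8 ribosomal probes had medians of 2.08, 1.79 and 1.65 on *E. coli*, *M. luteus* and *B. megaterium* over *Pseudomonas* sp. (adjusted p = 7.6e-04, 0.00578 and 0.00901 with an estimated correlation). The 5 gene expression probes had a median of 1.76 on *B. megaterium* over *Pseudomonas* sp. (adjusted p = 5.99e-04 with an estimated correlation), with 2 called. Of the developmental genes, *F55B11.2* fell on *B. megaterium* against *E. coli* (−2.28, SE 0.35, adjusted p = 0.00102), *vha-6*, which encodes a subunit of the intestinal vacuolar proton pump, rose on *B. megaterium* over *Pseudomonas* sp. (2.16, SE 0.38, adjusted p = 0.00444), and *C32F10.4* fell there (−1.67, SE 0.32, adjusted p = 0.00901). The call of *vha-6* ends without replicate 4, 5, 6 or 7 (1.98 to 2.43) and that of *C32F10.4* without 2, 3, 4, 6 or 7 (−1.78 to −1.60). The 12 developmental probes had a median of 0.60 on *E. coli* over *Pseudomonas* sp. (adjusted p = 0.00529 with an estimated correlation), with 0 called by limma and 6 higher and 0 lower at unadjusted p under 0.05. Of the 81 called genes in Table S2, 6 (7.41%) are developmental, 4 (4.94%) ribosomal, 6 (7.41%) proteases and 2 (2.47%) of gene expression.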

Finally, genes of unknown function made up the largest portion (23.1% of the total, Figure 3, Table S2), also as expected since one aim of this work was to determine functions for such genes.

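*dct-16*, a gene under the control of the transcription factor DAF-16, rose on *M. luteus* (4.06, SE 0.45, adjusted p = 4.09e-05) and on *B. megaterium* (3.28, SE 0.45, adjusted p = 3.71e-04) over *Pseudomonas* sp., in 6 of 6 replicates, and fell on *E. coli* against *M. luteus* (−2.31). *Y39B6A.1* did the same (4.25, SE 0.54, adjusted p = 1.6e-04, 4.03, adjusted p = 2.51e-04, and −2.82), and *C17F4.7* rose on *M. luteus* (3.00, SE 0.41, adjusted p = 3.71e-04) and on *B. megaterium* (3.10, SE 0.41, adjusted p = 2.6e-04) over *Pseudomonas* sp. *ttr-2*, a transthyretin-related gene, fell on *B. megaterium* (−2.41, SE 0.37, adjusted p = 0.00126) and on *M. luteus* (−1.96) against *Pseudomonas* sp. On *E. coli* against *M. luteus* the call of *dct-16* ends without replicate 2, 4, 5, 6 or 7 (−2.59 to −2.04) and that of *Y39B6A.1* without 2, 4, 6 or 7 (−3.03 to −2.66), and *ttr-2* ends on *B. megaterium* without 7 (−2.67 to −2.09) and on *M. luteus* without any 1 replicate (−2.13 to −1.74). On *B. megaterium* against *E. coli*, *ZC395.5* (−2.58, SE 0.33, adjusted p = 1.92e-04, with −1.08 in replicate 5), *D1086.6* (−2.54, SE 0.36, adjusted p = 4.58e-04), *ZK813.2* (−2.16, SE 0.31, adjusted p = 6.17e-04) and *K07A1.6* (−1.79, SE 0.28, adjusted p = 0.00115) fell. *C02E7.6* (−2.78, SE 0.47, adjusted p = 0.00292), *C08F11.12* (−2.73, SE 0.41, adjusted p = 0.00102), *Y45F10C.2* (−2.55, SE 0.42, adjusted p = 0.00203), *F41F3.3* (−3.22, SE 0.52, adjusted p = 0.00166, with −1.08 in replicate 2) and the transthyretin-related gene *ttr-51* (−2.13, SE 0.34, adjusted p = 0.00166) also fell there, and each of these 5 calls ends when single replicates are left out, at absolute values from 1.93 to 3.64. The unknown group of Table S2 is chosen by the study and so is not independent evidence. In it, 9 of 49 probes were called lower and 1 higher on *B. megaterium* against *E. coli* (median −1.08, adjusted p = 0.00857 with an estimated correlation), and 4 higher and 0 lower on *E. coli* against *Pseudomonas* sp. (0.93, adjusted p = 0.00176, with 29 higher and 1 lower at unadjusted p under 0.05). Of the calls of this group 5 of 10 on *B. megaterium* against *E. coli*, 0 of 4 on *E. coli* against *Pseudomonas* sp. and 0 of 7 on *E. coli* against *M. luteus* stay with every replicate left out in turn. It holds 21 of the 81 called genes listed there, or 25.9%, and the group of other functions holds 3, or 3.70%. From this grouping and from the mapping of the genes to co-expression mounts, the paper concludes that genes for metabolism and defense are over-represented, and it proposes protection and nutrition as the reason.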

**Figure 3:**
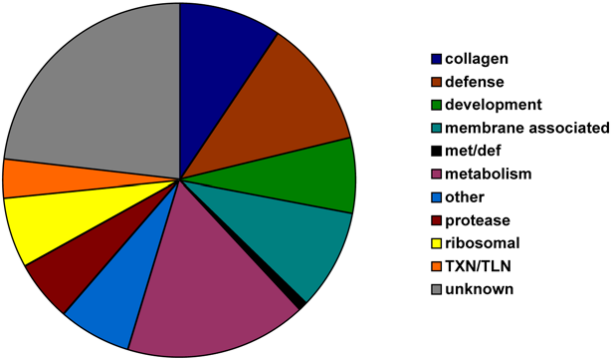
Gene Ontology terms for the 204 identified differentially expressed genes. GO terms were amended with recently published information and used to categorize the identified differentially expressed genes. Clustering was done manually by grouping GO terms of similar function. TXN/TLN = transcription/translation-related, met/def = roles in both metabolism and defense. Other = groups represented by two or less members.

We also mapped the identified genes to the *C. elegans* co-expressed gene mountains as an additional approach to determine functional groups and found similar over-represented groups, as quantified by the representation factor (RF, Table S4, [38]. Thirty-two (RF = 3.4, *P* = 7.9e-05) of the identified genes mapped to mount 8, which is enriched with genes associated with mitosis as well as genes previously implicated in innate immunity. Mount 19, which is comprised predominately of genes involved in glycolysis, contained 14/204 (RF = 6.4, *P* = 4.2e-06) identified genes. Twenty-five of our identified genes were found in the mount 22, which represents genes involved in carbohydrate metabolism (RF = 14.3, *P* = 4.7e-20). Thus two different methods clustered our identified genes similarly, indicating an enrichment in genes for metabolic and defense mechanisms presumably for protection and nutrition.

### Biological validation of identified genes

We obtained all available viable non-sterile loss-of-function mutations for the 204 differentially expressed genes in our study, (21/204, or ∼10% of the total identified genes had available mutants) from the *Caenorhabditis* Genetics Center (CGC) and used them for biological validation of our microarray results (Table S5). We performed functional tests measuring multiple aspects of life history including brood size, generation time (Table S1, Figure S3), absolute fitness and lifespan (TD_50_) (Table 1, Figure S1) for all four bacterial environments. We found that many of the mutations had effects on life history traits and differed significantly from wild type in a given bacterial environment. While the majority of mutant strains tested had decreased fitness compared to *wild type* in each environment, surprisingly, a few mutant strains showed increased fitness when grown on *E. coli*, *M. luteus* and *Pseudomonas* sp. (Table 1 and Table 3). Interestingly, more mutant strains had increased fitness in the *B. megaterium* environment as compared to *wild type* than had reduced fitness.

**Table 3:** Summary of mutant life history responses in each bacterial environment.

		*Ec*	*Ml*	*Psp*	*Bm*
Fitness (λ)	# up	2	4	0	7
	# down	13	8	13	5
	total	15	12	13	12
Lifespan (TD50)	# up	9	7	1	4
	# down	5	11	18	15
	total	14	18	19	19
Brood size	# up	0	1	0	5
	# down	8	4	10	5
	total	8	5	10	10
Generation time (T)	# up	9	5	8	6
	# down	2	3	1	9
	total	11	8	9	15

Mutant life history traits: Fitness, Lifespan, Brood size, and Generation Time were determined in each bacterial environment (Table 1, Table S1) and significant (ANOVA, *P*<0.05) relative differences (up or down) from wild type were determined for each mutant in each environment. For each trait, total is the number of mutants (from 21 tested) that differed significantly from wild type in each bacterial environment; # up is the number of mutants that had values greater than wild type and # down is the number of mutants that had values less than wild type. Note: *E* = *E. coli*, *M* = *M. luteus*, *P* = *Pseudomonas* sp., *B* = *B. megaterium*.

A similar trend was found for brood size as most mutant strains had reduced numbers of progeny in response to growth on the *E. coli*, *M. luteus*, and *Pseudomonas* sp., while growth on *B. megaterium* resulted in equal numbers of mutant strains that significantly increased and decreased brood size (Table S1, Table 3). Similarly, generation times were slower for most mutants in the same three bacterial environments and only in the *B. megaterium* environment were there more mutants with faster generation times (Table 3). Surprisingly, lifespan showed a different trend. Growth of mutant strains on *Pseudomonas* sp., *M. luteus* and *B. megaterium*, primarily caused reductions in lifespan, while growth of mutant strains on *E. coli* resulted in the majority having significantly increased lifespan. Overall, many of the mutational affects on life history were environment specific, demonstrating that transcriptional profiling identified genes of functional importance in each bacterial environment.

### Differential expression predicted genetic effects on life history traits

We next tested whether differential gene expression between environments had predictive power for the mutational effects on life history traits (lifespan, fitness, generation time and brood size) in those environments. We tested the correlation between the change in relative gene expression and the phenotypic difference in life history traits of a strain containing a mutation in a given gene (Figure 4). We predicted that most genes that were up-regulated in an environment would positively regulate a particular life history trait, such that loss or reduction of that gene function would cause a reduction in fitness or lifespan (or brood size and a possible increase in generation time) in that environment. Therefore, our *a priori* expectation would be that data points would fall in the lower right and the upper left quadrants for lifespan, fitness and brood size, and the exact opposite for generation time. Indeed, we found that there is a correlation (r = −0.62) between mutant lifespan [Log_2_(fold change TD_50_)] and differential expression of genes in comparisons of bacterial environments (Table 4). 

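*cyp-37A1*, which encodes a cytochrome P450, had a higher value on *M. luteus* than on *Pseudomonas* sp. (log2 fold change 2.24, SE 0.48, adjusted p = 0.0238, 5 of 5 replicates, not called), and the TD_50_ of its mutant was lower on *M. luteus* by 0.95 on the log2 scale in the paper's values. *elo-5*, which encodes a fatty acid elongase, had a lower value on *B. megaterium* than on *M. luteus* (−1.72, SE 0.44, adjusted p = 0.069, not called), and the TD_50_ of its mutant was higher on *B. megaterium* by 1.87. In wild type TD_50_ was lower by 1.09 on *M. luteus* against *Pseudomonas* sp. and higher by 1.58 on *B. megaterium* against *M. luteus*, which leaves 0.14 for *cyp-37A1* and 0.28 for *elo-5* relative to wild type. Across 16 genes in 6 comparisons (96 points) the correlation of expression change with the paper's TD_50_ values was r = −0.61 (two-sided p = 0.00181 from 100000 permutations of the genes, adjusted p = 0.00724 over 4 traits). Of the 96 points, 63 had opposite signs and 33 the same sign. By ranks rho was −0.65 (permutation p = 0.00306, adjusted p = 0.0122), and with single genes left out r ran from −0.58 without *rol-6* (permutation p = 0.0109) to −0.70 without *cpi-1*. The 6 points of a gene are not independent, and the mean r was −0.39 when each mutant was paired with another gene's expression, as all strains share differences between the bacteria. With the mutant values taken relative to wild type on the same bacterium, r was 0.07 (permutation p = 0.998), where permuted pairings gave a mean r of 0.34 (permutation p = 0.00226 around that mean, the same as around −0.39 above, since a shift shared by all strains moves each pairing alike), and with the mean of each comparison removed it was −0.417. 5 of the 21 genes are not in these values, as they have no named probe or were measured in fewer than 4 replicates. From this correlation the paper proposes that profiling can point to the direction and size of the effects of mutants.

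**Figure D6:**
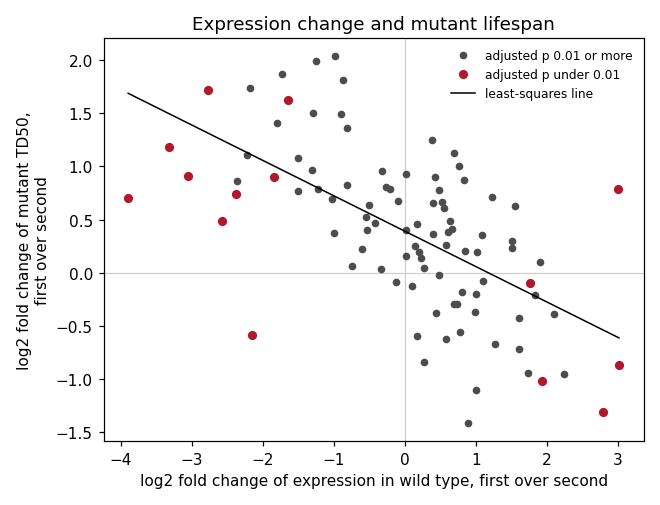
Each point is 1 of 16 genes in 1 of 6 pairs of bacteria, with the log2 fold change of its expression across and that of the TD_50_ of its mutant upward. Red points have adjusted p under 0.01, and the line is the least-squares fit (r = −0.61).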

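The slope of mutant TD_50_ on expression, both as log2 fold change, was −0.33 over 16 genes and 96 points. It was −0.30 without the cuticle collagen gene *rol-6* and −0.42 without *cpi-1*, a cystatin gene. The points of 1 gene are not independent, so the permutation test of r over genes, and not a regression p over points, stands for it here.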

The slope for the regression was negative, as expected given our prediction that up-regulated genes positively regulate lifespan, and the slope was found to significantly non-zero (p<0.0001; Table 4). It was striking that a correlation was observed for the 21 genes across all six comparisons (126 total comparisons), as most involved gene-by-bacterial comparisons for which we did not observe significant differential expression. 

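14 points of 8 genes were called here, among them *rol-6*, *cpi-1*, *mtl-2*, *daf-22* and *dhs-28*, and 82 points were not. For *mtl-2* on *B. megaterium* against *E. coli*, a called point, the TD_50_ of the mutant was higher on *B. megaterium* by 1.18, and for *cpi-1* on *E. coli* against *M. luteus*, the point furthest from the line on the right, it was 0.79 higher on *E. coli*. The TD_50_ of wild type was higher by 1.14 and by 0.45 in these comparisons, so that relative to wild type the values are 0.043 for *mtl-2* and 0.34 for *cpi-1*. The called points gave r = −0.66 (slope −0.25, two-sided permutation p = 0.0444, and 0.111 around the mean r of permuted pairings) and the other points also r = −0.66 (slope −0.46, permutation p = 0.00221, and 0.00363 around that mean). For the 28 points listed in Table S2, r was −0.69 (permutation p = 0.0447, and 0.0945 around the mean).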

In fact independent correlations of only those gene-by-bacteria comparisons that had significant differential expression (q<0.01) were more strongly correlated (r = −0.73), while those that did not have significant differential expression (q>0.01) were less correlated (r = −0.53, Table 4).

**Figure 4:**
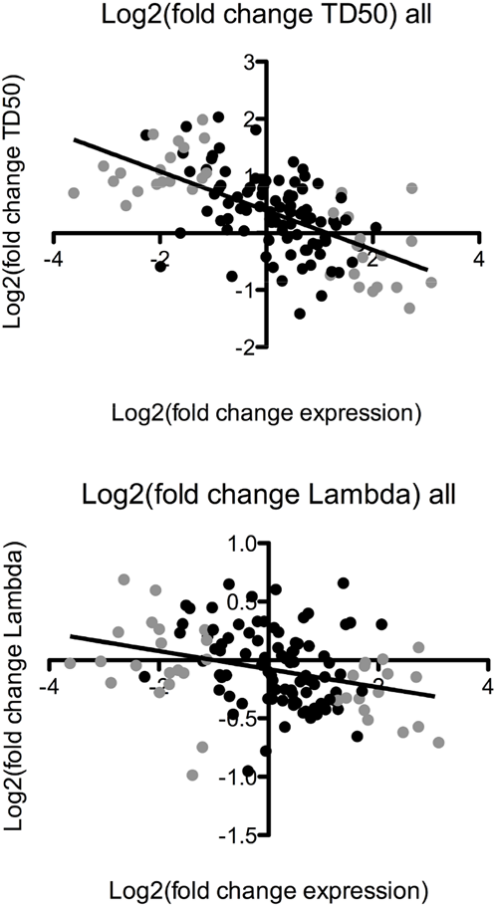
Regressions of life history on relative expression. Relative expression was used as a predictor for life history traits of mutants. Linear regressions were performed using Log_2_ transformed fold change in gene expression from microarray experiments as the independent variable and Log_2_ transformed fold change in (A) Lifespan (TD50) or (B) fitness (λ) in bacterial comparisons of mutant life history traits. Grey circles are those instances of genes identified as significantly (q<0.01) differentially expressed, and black circles are from the same 21 genes but were the instances where significant differential expression was not observed.

**Table 4:** Correlation of gene expression and phenotypic effects.

Life history	Data set	r	Slope	*P*-value
Log_2_(fold change TD_50_)	All	−0.62	−0.34	<0.0001
	q<0.01	−0.73	−0.32	<0.0001
	NS	−0.53	−0.41	<0.0001
Log_2_(fold change lambda)	All	−0.31	−0.077	0.0004
	q<0.01	−0.44	−0.074	0.0058
	NS	−0.26	−0.099	0.0141

Correlational analysis was performed using Log_2_ transformed fold change values from the transcriptional profiling experiments as the independent variable and Log_2_ transformed fold change in lifespan (TD_50_) or fitness (λ) as the dependent variable. Pearson correlation coefficients (r) and slope values for the best-fit lines are indicated. Additionally, *P*-values corresponding to tests of slope≠0 are shown. NS are genes not significantly differentially expressed (q>0.01) in transcriptional profiling.

The same analysis performed on fitness (λ) revealed a reduced correlation between relative expression and fitness of mutants compared to that of lifespan. Overall, the correlation coefficient for the relationship between differential expression fitness was r = −0.31 (Table 4). 

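*sqt-2*, which encodes a cuticle collagen, had a higher value on *E. coli* than on *Pseudomonas* sp. (1.24, SE 0.32, adjusted p = 0.0669, not called), and the fitness of its mutant was lower on *E. coli* by 0.32 on the log2 scale in the paper's values. *fat-2*, which encodes a fatty acid desaturase, had a higher value on *M. luteus* than on *Pseudomonas* sp. (1.61, SE 0.33, adjusted p = 0.0144, not called), and the fitness of its mutant was lower on *M. luteus* by 0.51. In wild type fitness was lower by 0.15 on *E. coli* against *Pseudomonas* sp. and by 0.60 on *M. luteus* against *Pseudomonas* sp., so relative to wild type the values are −0.18 for *sqt-2* and 0.091 for *fat-2*. Across the 16 genes the correlation of expression change with mutant fitness was r = −0.30 (two-sided permutation p = 0.0863, adjusted p = 0.173 over 4 traits, and 0.171 around the mean r of permuted pairings), with a slope of −0.069. By ranks rho was −0.36 (permutation p = 0.109), and 64 of 96 points had opposite signs. Without *dpy-14* r was −0.42 (permutation p = 0.0107, and 0.0262 around the mean), without *cey-2* −0.33 (permutation p = 0.0351, and 0.0728 around the mean), and with the mean of each comparison removed −0.20.

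**Figure D7:**
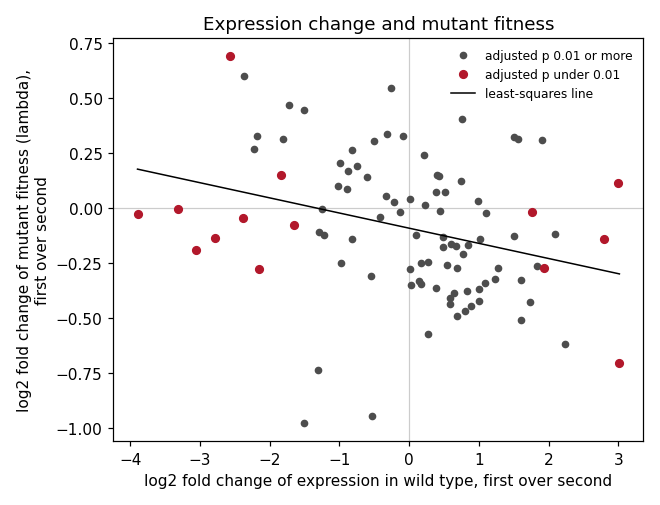
Each point is 1 of 16 genes in 1 of 6 pairs of bacteria, with the log2 fold change of its expression across and that of the fitness (λ) of its mutant upward. Red points have adjusted p under 0.01, and the line is the least-squares fit (r = −0.30).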

The slope of the best-fit line was −0.077 and significantly non-zero (*P*<0.0004, Table 4). 

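Among the called points is *daf-22* on *M. luteus* against *Pseudomonas* sp., whose mutant was less fit on *M. luteus* by 0.71 on the log2 scale, and among the others is *elo-5* in the same comparison, whose mutant was less fit by 0.43, where wild type was less fit by 0.60. Relative to wild type these are −0.10 for *daf-22* and 0.17 for *elo-5*. The 14 called points of 8 genes gave r = −0.35 (two-sided permutation p = 0.0496, and 0.0869 around the mean r of permuted pairings). The 82 other points gave r = −0.33 (permutation p = 0.419, and 0.862 around the mean). Mutant fitness is the paper's value, and the points of 1 gene are not independent.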

The correlation for the genes found to have significant differential expression (q<0.01) was again better than the complete data set (r = −0.44) and reduced in the gene by bacteria comparisons not found to be significantly differentially expressed (r = −0.26, Table 4).

Correlations were also performed on generation time and brood size, both constituents of fitness (λ). 

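*ctl-1*, which encodes a catalase, had a higher value on *M. luteus* than on *Pseudomonas* sp. (1.51, SE 0.31, adjusted p = 0.0134, 6 of 6 replicates, not called), and the generation time of its mutant was longer on *M. luteus* by 0.45 on the log2 scale in the paper's values, where that of wild type was longer by 0.33, or 0.13 relative to wild type. Across the 16 genes r was 0.29 between expression change and generation time (two-sided permutation p = 0.292, adjusted p = 0.389 over 4 traits), with a slope of 0.042. By ranks rho was 0.33 (permutation p = 0.267), and 66 points had the same sign while 29 had opposite signs.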

The correlation coefficient for generation time and fold change in gene expression (r = −0.057) indicates poor fit for the model, while the slope was significant (Figure S3, Table S4). Interestingly, there was a much stronger relationship between brood size and differential expression (r = 0.34), which was similar to that of fitness (Table S4) yet still reduced compared to lifespan. However, the regression best-fit line for brood size on differential expression had a non-significant slope (Figure S3, Table S4). 

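*dpy-14*, which encodes a cuticle collagen, had a lower value on *B. megaterium* than on *E. coli* (−1.51, adjusted p = 0.0134, not called), and the brood of its mutant was smaller on *B. megaterium* by 6.48 on the log2 scale in the paper's values, where that of wild type was smaller by 0.46, or −6.02 relative to wild type. The mutant had almost no progeny on *B. megaterium* in the paper's values, so the size of this ratio is poorly determined. Across the 16 genes r was −0.086 between expression change and brood size (two-sided permutation p = 0.562, adjusted p = 0.562 over 4 traits), with a slope of −0.077, and it was −0.34 without *dpy-14* (permutation p = 0.0657). By ranks rho was −0.25 (permutation p = 0.278), and 59 points had opposite signs while 37 had the same sign.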

Taken together, these tests suggest that while both brood size and generation time are important factors in the relationship between fitness and differential expression, brood size might have a larger contribution.

To illustrate the relationship between the level of gene expression and the degree of phenotypic effect, we consider two examples. The first is *hsp-12.6* which encodes a heat-shock protein [39] and was found to be up-regulated 2.4-fold when wild-type worms were grown on *E. coli* as compared to growth on *B. megaterium* (Table S2). 

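*hsp-12.6*, which encodes a small heat-shock protein, fell on *B. megaterium* against *E. coli* (log2 fold change −2.38, SE 0.36, adjusted p = 0.0018, 5 of 5 replicates). Its call ends without replicate 4, 6 or 7, with values from −2.65 to −2.07 when 1 replicate is left out. It had a higher value on *E. coli* than on *Pseudomonas* sp. (1.83, adjusted p = 0.0152), which did not pass, and 1 replicate (replicate 2) gave 0.41 for *B. megaterium* against *M. luteus* where the others lay below 0. In the paper's values the fitness of the mutant was lower on *B. megaterium* than on *E. coli* by 0.047 on the log2 scale and its TD_50_ was higher by 0.74. The fitness of wild type was lower by 0.36 and its TD_50_ higher by 1.14, so relative to wild type the *hsp-12.6* mutant was 0.31 fitter on *B. megaterium* than on *E. coli* and its TD_50_ was 0.40 lower. *hsp-12.6* is 1 of 14 genes listed as targets of the transcription factor DAF-16 and of stress responses. Of these, 4 were called lower on *B. megaterium* against *E. coli* and 2 on *B. megaterium* against *Pseudomonas* sp. (4 and 2 over the list alone), among them the metallothionein genes and *adh-1*, and 3 of the 4 stay with every replicate left out in turn. The medians were −0.17 (adjusted p = 0.00241 with an estimated correlation) and −0.47 (adjusted p = 0.0427), with −0.25 for *B. megaterium* against *M. luteus* (adjusted p = 0.167) and 0.54 for *E. coli* against *M. luteus* (adjusted p = 0.103).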

We found that *hsp-12.6* mutants had a 15% proportional reduction in fitness as compared to wild type when the mutant was grown on *E. coli* (Figure S4A) which is significantly different (*p*<0.001) from that observed on *B. megaterium*. Not only is this difference significant, but the fitness of *hsp-12.6* mutants was also significantly increased relative to wild type when grown on *B. megaterium* (Table 1). While the exact role *hsp-12.6* plays in these particular interactions of *C. elegans* with bacteria remains to be elucidated, our results suggest that there was a cost associated with the expression of *hsp-12.6* in an environment in which it was not needed and a detriment to loss of function in an environment in which it is needed.

Another example of the relationship between level of gene expression and degree of phenotypic effects was the effect of a *rol-6* recessive loss-of-function mutation on lifespan. 

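*rol-6* rose on *E. coli* over *Pseudomonas* sp. by 2.80 on the log2 scale (SE 0.54, adjusted p = 0.00957, 6 of 6 replicates) and fell on *B. megaterium* against *E. coli* (−2.78, SE 0.54, adjusted p = 0.00993, 6 of 6). The call on *E. coli* over *Pseudomonas* sp. ends without replicate 2, 3, 4, 5 or 6 (2.45 to 3.35), and the other without any 1 replicate (−2.99 to −2.52). For *M. luteus* against *Pseudomonas* sp. the value was 0.89. In the paper's values the TD_50_ of the mutant was lower on *E. coli* than on *Pseudomonas* sp. by 1.31 on the log2 scale, lower on *M. luteus* than on *Pseudomonas* sp. by 1.41 and higher on *B. megaterium* than on *E. coli* by 1.72. The TD_50_ of wild type differed by −0.64, −1.09 and 1.14 in the same order, which leaves −0.68, −0.32 and 0.58 for *rol-6* relative to wild type.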

Transcriptional profiling showed that *rol-6* was up-regulated 2.7-fold in the *E. coli* versus *Pseudomonas* sp. comparison, which is surprising as *rol-6* encodes a cuticular collagen not previously implicated in response to bacteria. However we did observe that genes involved in cuticle formation and function, which includes *rol-6*, were among the most over-represented groups of genes identified, suggesting modulations in cuticle function could be common to *C. elegans* interactions with bacteria. Thus, our prediction was that loss of *rol-6* function would decrease lifespan in an environment-specific manner, which was what we observed. 

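Of 73 cuticle collagen probes, 8 were called in at least 1 comparison (11.0%), against 1.79% of the 5032 named probes (Fisher's exact test, two-sided, adjusted p = 6.85e-04 over all lists and comparisons, a test chosen after the shifts were seen). Lysozymes had the highest share, with 7 of 14 probes (50%, adjusted p = 1.07e-07), followed by vitellogenins with 3 of 8 (37.5%, adjusted p = 0.00407), saposin-like proteins with 4 of 11 (36.4%, adjusted p = 5.36e-04) and cathepsins with 6 of 18 (33.3%, adjusted p = 1.61e-05). Intestinal markers followed with 3 of 10 (30%, adjusted p = 0.00755), DAF-16 and stress targets with 4 of 14 (28.6%, adjusted p = 0.00134) and fatty acid oxidation with 5 of 20 (25%, adjusted p = 4.18e-04). Galectins (2 of 8, adjusted p = 0.0712) and ribosomal proteins (3 of 68, adjusted p = 0.522, in a list without the called *rplp-2.1*) did not pass. For *E. coli* against *Pseudomonas* sp. alone, 7 of the 73 collagen probes tested were called (9.59%, against 0.417% of the 5032 named probes), with an adjusted p of 5.59e-07 by Fisher's exact test. The test takes probes as independent, which collagen genes with shared regulation are not. The lists were set after the values of Table S2, drawn from the same arrays, had been seen, so their shares are not independent evidence. Of the probes for genes that Table S2 does not list, 0 of 51 collagen and 0 of 5 lysozyme probes were called in any comparison.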

When the *rol-6* mutant strain was grown on *E. coli* there was a 45% proportional reduction in TD_50_ compared to the 11% reduction observed on *Pseudomonas* sp. and this difference was significant (*p*<0.0001, Figure S4B). Interestingly, *rol-6* has been well characterized and extensively studied [40]–[43] for its role as a cuticular collagen and is needed for proper cuticle morphology; yet through use of alternate environments an additional role for *rol-6* function in defense was uncovered.

## Discussion

We characterized the effect of exposing *C. elegans* to different soil bacterial food sources/environments to model naturally occurring interactions that may be driving changes in the bactivorous nematode community in response to land use change in grasslands [5]. Although these specific bacterial environments might not be encountered by *C. elegans* in the wild, *C. elegans* is likely to encounter various related bacterial species in its natural environment and is an excellent model for understanding the responses of bactivorous soil nematodes to their bacterial environment. Using transcriptional profiling we set out discover genes that function in environmental interactions, specifically interactions with bacteria. We identified 204 genes that were significantly differentially expressed when adult worms were grown on different bacterial food sources/environments isolated from grassland soils. Most of the identified genes were characterized to be involved in metabolism, defense, cuticle biosynthesis, or were of unknown function (Figure 3). In addition, 46 genes without annotation were identified, which can now be further investigated and functions determined, helping to further our understanding of the *C. elegans* genome.

A unique aspect of this work is that we calculated fitness using life tables. To our knowledge this is the first use of such analyses to biologically validate candidate genes identified by transcriptional profiling. In addition, we showed a strong correlation between the changes in relative gene expression in comparisons of environments using transcriptional profiling and the phenotypic differences of life history traits when that gene's function was compromised. The best relationship we observed was for lifespan on differential expression, which seems logical given the environments used were bacterial food sources. The correlation of fitness on differential expression was not as high, however. While lifespan is a complex trait controlled by many genes [44], perhaps fitness is an even more inclusive and complex trait that may be controlled by the interaction of many more genes. If this were the case, we would expect the relationship between single mutant effects on fitness in different environments and differential expression between those environments to be more complex. We observed a strong correlation between gene expression and life history trait despite the multiple factors that might complicate the relationship including, genes involved in negative regulation, redundancy, effects of genetic network structure to name a few. This demonstrates the predictive power of transcriptional profiling, at least when used to investigate responses to different external stimuli. Interestingly, other studies that have used gene inactivation to biologically validate environmentally induced differential expression, investigating the responses of *C. elegans* to cadmium exposure and *D. melanogaster* to alcohol exposure [45],[46], have also found that a large proportion of genes are functionally important suggesting this could be a common feature to transcriptional regulatory networks that are involved in response to external stimuli [47]. Furthermore, we suggest that not only can transcriptional profiling be used to identify relevant candidate genes, but also the direction and magnitude of expected mutant phenotypes of those genes in response to different environments, ultimately demonstrating their functional importance.

In addition, we used new environments to identify phenotypes for genes of unknown function as well as to show new aspects of phenotypes for previously well-characterized genes. For example, we observed differential expression of *pab-2*, which encodes a poly-A binding protein, in our microarray experiments and also demonstrated that *pab-2* mutants had a significantly higher fitness (λ = 4.14) than wild type (λ = 3.60) when grown on *E. coli* (Table 1). This result is surprising as N2 was cultured on *E. coli* OP50 for decades (>1,000 generations) prior to being frozen [44]. It is likely that during this extended period of time that *wild type* worms became better adapted to life on *E. coli*, yet *pab-2* mutants had a longer lifespan (TD_50_ = 6.6 vs. 5.6, Table 1), larger brood size (300.2 vs. 290.8) and a faster generation time (4.01 days) than wild type (4.4 days, Table S1) when grown on *E. coli*. Interestingly, this mutant does not follow the trend postulated by Hodgkin and Barnes [48] that there would be a trade-off between developmental rate and brood size because of differences in resource allocation, as there does not appear to be a trade-off between developmental rate and brood size for *pab-2* mutant animals. Further investigation will be required to elucidate the mechanisms by which fitness is increased in *pab-2* mutant animals.

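51 collagen probes tested here are for genes that Table S2 does not list, and of these 47 had a higher value on *E. coli* than on *Pseudomonas* sp., with a median of 0.66. On *M. luteus*, 41 of the 51 had a higher value than on *Pseudomonas* sp. (median 0.55), and on *B. megaterium* 8 had a higher value than on *E. coli* (median −0.73). The medians were −0.44 for *B. megaterium* against *M. luteus*, 0.35 for *E. coli* against *M. luteus* and 0.15 for *B. megaterium* against *Pseudomonas* sp. Beside them 18 muscle marker probes had medians of 0.54 for *E. coli* against *Pseudomonas* sp. and −0.54 for *B. megaterium* against *E. coli* (adjusted p = 0.332 and 0.321 with an estimated correlation). Table S2 was drawn from the same arrays, so this division of the collagens is not independent of their change.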

When the identified differentially expressed genes were grouped by similar function we found significant enrichment for genes encoding cuticular collagens. This enrichment was also recently found for genes differentially expressed in response to other bacterial species [36]. Wong *et al.* (2007) found that many *C. elegans* cuticular collagens were part of a shared response, indicating that they were regulated in response to multiple pathogens (*S. marcescens*, *E. faecalis*, *E. carotovora*, and *P. luminescens*), suggesting this may be a common response to pathogens. When the functions of the cuticular collagen genes were compromised we found that many had significant effects on lifespan in an environment-specific manner, suggesting this is not merely the consequence of a general “sick” phenotype associated with abnormal cuticle. Furthermore, as these collagen genes were identified through their differential expression in adult worms, differences in juvenile molting are not the cause of their differential expression. 

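*cut-3*, which encodes a cuticlin of the cuticle, fell by 2.00 on *B. megaterium* against *E. coli* (SE 0.37, adjusted p = 0.00658, 6 of 6 replicates), and its call ends without replicate 2, 4, 5, 6 or 7, between −2.25 and −1.84. It is 1 of 6 molting-cycle genes tested, and the only one of them called in any comparison. Their medians were 0.11 for *E. coli* against *Pseudomonas* sp. (adjusted p = 0.73 with the preset correlation) and −0.86 for *B. megaterium* against *E. coli* (adjusted p = 0.00142 with the preset correlation and 0.117 with an estimated correlation). For *B. megaterium* against *Pseudomonas* sp. the median was −0.86 as well (adjusted p = 0.00918 and 0.2), for *E. coli* against *M. luteus* 0.63 (adjusted p = 0.0249 and 0.282), for *B. megaterium* against *M. luteus* −0.40 (adjusted p = 0.204) and for *M. luteus* against *Pseudomonas* sp. −0.24 (adjusted p = 0.149).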

Taken together these data suggest that cuticle function may be complex and cuticle structure may be much more dynamic than previously thought, perhaps changing in response to environmental perturbations. It has been show that some bacteria species secrete extracellular proteases and this is an effective nematocide and virulence factor aiding in the pathogen-associated killing of nematode species [49]–[51]. These proteases act to degrade the cuticle of nematodes ultimately leading to their death. It is possible that *C. elegans* differentially expresses cuticular collagens in response to bacterial protease secretions in an attempt to repair or avoid their pathogenic effects, however further experiments will be need to investigate this hypothesis.

It was somewhat curious that we observed genes involved in innate immunity to be induced in response to *Pseudomonas sp.* and *B. megaterium* (Table S2). 

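On *B. megaterium*, *lys-5* rose against *E. coli* (2.71, SE 0.44, adjusted p = 0.00188, 6 of 6 replicates), though a second probe gave 0.93 and the call ends without replicate 2 (2.15 to 2.95 with 1 replicate left out). *spp-18*, which encodes a saposin-like protein, rose on *B. megaterium* over *Pseudomonas* sp. (1.91, SE 0.35, adjusted p = 0.00612), and its call ends without replicate 2, 3, 4, 6 or 7 (1.69 to 2.12). *lys-4* had values of 1.19 and 2.30 on *B. megaterium* over *E. coli* by its 2 probes (adjusted p = 0.28 and 0.0166), with 5.75 in replicate 5 alone by 1 of them, and was not called. Of 24 probes of the defense group of Table S2, chosen by the study and so not independent evidence, 9 were called higher and 1 lower on *B. megaterium* against *Pseudomonas* sp. (median 1.88, adjusted p = 7.6e-04 with an estimated correlation). 1 was called higher and 3 lower on *B. megaterium* against *E. coli*, and 4 higher and 0 lower on *E. coli* against *Pseudomonas* sp. (median 1.57, adjusted p = 0.00226 with an estimated correlation, with 17 higher and 0 lower at unadjusted p under 0.05). With every replicate left out in turn 6 of these 10 calls on *B. megaterium* against *Pseudomonas* sp., 2 of 4 on *B. megaterium* against *E. coli* and 1 of 4 on *E. coli* against *Pseudomonas* sp. stay. Beside this group, 10 intestinal marker probes had a median of 1.60 on *B. megaterium* over *Pseudomonas* sp. (adjusted p = 0.0479 with an estimated correlation).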

The response to *Pseudomonas sp.* was curious because we found that *wild type C. elegans* was most fit on this bacteria (Figure 1A) and others have found that *P. fluorescens*, which is similar to our isolate, does not affect *C. elegans* lifespan [52]. The response to *B. megaterium* was curious because we showed our isolate increased lifespan (Figure 1B) and others found another isolate did not affect lifespan [53]. One possible explanation of these results is that the *C. elegans* genome is poised to respond to these bacteria and that the induction of these genes successfully protects worms from these bacteria.

While the responses of some genes can be easily reconciled, the roles of others are more difficult to understand. At first glance it may be difficult to reconcile how *gld-1*, which functions to limit the proliferation of the gonad germ cells [54],[55], could play a role in the interactions with the environment. However, as *gld-1* regulates germ cell proliferation, it is well positioned to integrate signals from the intestine (and elsewhere) to control reproductive output. Specifically, we observed that *gld-1* was up-regulated in the *B. megaterium* vs. *Pseudomonas* sp. environmental comparison, suggesting that germline proliferation was inhibited in the presence of *B. megaterium*. Furthermore, *gld-1* mutants had a lower fitness in the *B. megaterium vs. Pseudomonas* sp. environment, suggesting the modulation of *gld-1* expression is functionally important. This may be an example of an organism reallocating energy from reproduction to other functions in response to environmental stresses or changes. Thus modulation of *gld-1* expression may allow for use of energy for functions other than reproduction including immune response. 

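*gld-1*, which encodes an RNA-binding protein of the germline, had a higher value on *B. megaterium* than on *Pseudomonas* sp. in 6 of 6 replicates (log2 fold change 1.09, SE 0.32), and this did not pass (adjusted p = 0.123 from limma). In the paper's values the fitness of the mutant was lower on *B. megaterium* than on *Pseudomonas* sp. by 0.34 on the log2 scale, its brood was smaller by 0.37 and its TD_50_ was higher by 0.36. The fitness of wild type was lower by 0.51, its brood smaller by 0.54 and its TD_50_ higher by 0.50, so relative to wild type the values for *gld-1* are 0.16, 0.17 and −0.14.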

Interestingly, targets of the insulin signaling pathway (downstream of DAF-2/DAF-16), including innate immunity genes, have been shown to suppress *gld-1* induced tumors [56],[57], indicating that immune response through insulin signaling could influence reproductive output. Recently, the activities of specific developmental signaling pathways involved in vulval development have also been shown to be modulated in response to environmental perturbations. In particular, the Notch pathway, which functions with *gld-1* to control germ line proliferation, appears to be sensitive to perturbations in food availability [58] . This suggests that while development is robust in response to changes in the environment, slight modulations in processes that affect fitness traits do occur.

We also found that the hierarchy of food preference for the four bacterial isolates mirrored the trend observed for fitness of wild-type *C. elegans* in the different bacterial environments. This suggests that *C. elegans* prefers the environment in which it will be most fit. This observation is similar to that of Shtonda and Avery [17] except that their “food quality” measure only took into account developmental rate whereas the measures of fitness shown here also include age-specific fecundity and survival. It has also been suggested that bacterial size is an important determinant of food “quality” with bacteria of smaller diameter having higher quality [59], however we observed that the bacteria with the smallest diameter (*M. luteus*) resulted in *C. elegans* having the lowest fitness (Table S1) whereas *B. megaterium*, the largest bacteria tested (data not shown), did not have the dramatic effect previously shown [59]. Recently Rae *et al.*, (2008) reported that *Pristionchus pacificus*, another bacterial-feeding nematode associated with scarab beetles, displays differential attractions and susceptibilities to the various bacteria isolated in association with it. The authors suggest that *P. pacificus* discriminates among bacteria in its environment to maximize reproductive success [60]. Interestingly, *P. pacificus* has also been found in Konza prairie soils (B. Darby and MAH, unpublished). Food preference could therefore contribute to the mechanism driving observed nematode community structure in grassland soils, as we have recently found that perturbations that mimic disturbances caused by land-use change not only alter soil nematode communities [5] but also the soil bacterial community (KLJ, JDC and MAH unpublished) on Konza prairie. We have also observed that Konza soil nematodes differ in their susceptibility to the different bacteria tested here in terms of infection/colonization (JDC and MAH unpublished data), thus pathogenicity may also contribute to soil nematode community structure. Taken together our data suggest that the expression of metabolism and defense functions may in part drive nematode community dynamics in grassland soil systems through interactions with their bacterial environment. The results from this study suggest that the application of transcriptional profiling to native grassland nematode populations will help identify the functionally important gene functions involved in these interactions.

## Materials and Methods

### *C. elegans* and bacteria strains and maintenance

The following loss-of-function mutants were used: *cpi-1*(*ok1213*), *dpy-17*(*e1295*), *gei-7*(*ok531*), *mtl-2*(*gk125*), *dhs-28*(*ok450*), *Y57A10C.6*(*ok693*), *acdh-1*(*ok1489*), *rol-6*(*e187*), *ctl-1*(*ok1242*), *dpy-14*(*e188*), *fat-2*(*ok873*), *gld-1*(*op236*), *hsp-12.6*(*gk156*), *cey-2*(*ok902*), *cey-4*(*ok858*), *cyp-37A1*(*ok673*), *elo-5*(*gk182*), *pab-2*(*ok1851*), *sqt-2*(*sc108*), *F55F3.3*(*ok1758*), *C23H5.8*(*ok651*). Growth and maintenance conditions were as described [25],[61]. Use of native soil bacteria was as for *E. coli* (OP50). Bacterial isolate 16S rDNA was sequenced to identify species and sequence is available at NCBI's GenBank Database (accession numbers): *Micrococcus luteus* (EU704697), *Bacillus megaterium* (EU704698), *Pseudomonas* sp. (EU704696).

### Food preference and pathogenicity assays

Biased choice and lifespan assays were performed as previously described [17],[28],[52]. All pathogenicity tests were conducted in at least ten replicate experiments.

### Life table analysis

Demographic measures were collected on individual worms in the four bacterial environments. From life history measures including age specific reproduction and survival, life tables were used to calculate generation time, intrinsic growth rate and fitness calculated as lambda (λ). Mutant functional tests were performed by plating eggs onto the test bacteria and then placing progeny from this generation onto the test bacteria, one L4 hermaphrodite (P_0_ worm) per plate was incubated at 20°C with at least ten replicates per treatment per strain per environment. The original P_0_ worm was re-plated daily until death. Progeny per day was counted (age specific reproduction or m_x_). Survival of the P_0_ worm was monitored as well as the survival of all of the progeny from each reproductive period to determine age specific survival (l_x_). Using life table analysis, intrinsic growth rate (R_o_) was calculated as the sum of l_x_ times m_x_ (∑l_x_m_x_). Generation time (T) was calculated by (∑l_x_m_x_)/(∑xl_x_m_x_ where x = age class). Lambda was determined from R_o_ and T by calculating λ = e^(lnRo/T)^ , and λ was used as a measure of absolute fitness [26]. Replicate populations and subsequent life table calculations were used as replicates for statistical tests.

### Microarray hybridizations

Microarray hybridizations of *Caenorhabditis elegans* spotted oligonucleotide microarrays (Genome Sequencing Center at Washington University in St. Louis) were made using cDNA made from mRNA extracted from treated young adult *C. elegans* (N2). cDNA was made from extracted mRNA using Genisphere 3DNA Array350 kits according to manufacture recommendations (Genisphere Inc., Hatfield, Pennsylvania, USA). Microarray hybridizations were performed using a Tecan 400 Hybridization station (Tecan Inc., Zurich, Switzerland). Indirect labeling of cDNA was used to prevent hybridization bias associated with direct labeling procedures [62]. Hybridizations were carried out for 16 hours at 42° C according to manufacturer recommendations (Genisphere Inc. and Tecan Inc.). Hybridized arrays were scanned with an Axon GenePix 4000B (MDS Analytical Technologies, Toronto, Canada) and data was collected using GenePix 6.0 software (MDS Analytical Technologies). Gridding and preprocessing was done manually to remove bad spots and dye artifacts. Raw data files generated are MIAME compliant [63] and available at Gene Expression Omnibus (GEO) series accession number GSE15923.

### Microarray data analysis

All six pair-wise comparisons between treatment groups were made in a factorial design (Figure S1) to maximize the ability to detect differences between treatments [64]. Six biological replicates incorporating a dye swap for every other replication were performed to account for any potential dye bias associated with a particular fluorophore (i.e. Cy3 or Cy5, [62]). Data was analyzed as in Wolfinger *et al.* [65] using SAS statistical software (SAS Institute Inc., Cary, North Carolina, USA) using a two-step mixed model analysis of variance to account for all possible sources of variance. This two-step ANOVA was performed using the MIXED procedure in SAS, with the model for the first stage below and Y = background subtracted raw intensity from the raw data files generated by GenePix 6.0 (MDS Analytical Technologies).

Stage 1 model:
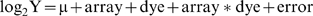
Where residuals, termed Relative Fluorescence Intensities (RFI) from stage 1 serve as the input for stage 2.

Stage 2 model:
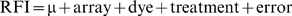

We used the false discovery rate (FDR) q to address the multiple testing problem [37]. q statistics were calculated in Q-VALUE and using the significance threshold q<0.01. We removed those genes that did not respond to bacterial environment in contrasts. Volcano plots were made in JMP 5.0 software (SAS Institute Inc., Cary, North Carolina, USA).An example of our SAS code can be found at (www.k-state.edu/hermanlab/SASCODE).

### Gene classification

Identified genes were assigned GO terms and manually grouped by similar function (Figure 1C, Table S2) incorporating when possible new annotations found in recent literature.

### Linear regressions and correlation analysis

Linear regressions were performed in GraphPad Prism 5 software using Log_2_(fold change expression) as the independent variable and Log_2_(fold change TD_50_), Log_2_(fold change lambda) Log_2_(fold change generation time) and Log_2_(fold change brood size) as the dependent variables. The linear regressions were performed on the 21 genes used in functional tests and for each gene, all 6 environmental comparisons for a total of 126 data points for each regression.

## Supporting Information

Table S1 Functional tests of brood size and generation time. Wild-type *C. elegans* and mutant strains were grown on the four bacterial environments and brood size and generation time were determined. Generation time was determined as T = (Σxl_x_m_x_)/(Σl_x_m_x_) (in days) using life tables. Standard error (s.e.m.) is given in parenthesis, and significant differences between mutant and wild-type is denoted by + or − (P<0.05) following values. Additionally + indicates an increase relative to wild type and a − indicates a decrease relative to *wild-type*.
(0.07 MB DOC)

Table S2 Significantly differentially expressed genes. Significantly differentially expressed genes are listed (by sequence name as they appear on the microarray .gal file) as well as the gene name, the directionality of the differential expression, the significance from statistical tests (see Methods), and the observed fold change. E = *E. coli*, M = *M. luteus*, P = *Pseudomonas* sp., B = *B. megaterium*. Additionally, the GO terms corresponding to the different genes have been summarized as used for Figure 3 (see Methods).
(0.08 MB XLS)

Table S3 qPCR validation results. We used quantitative reverse transcriptase real time PCR to validate the results of the microarray experiments. Three new biological replicates that were not used in the microarray experiments were used for validation. cDNA was synthesized for these RNA samples using a two-step iScript cDNASynthesis Kit (BioRad Laboratories) and these three replicate cDNA stocks for each bacterial environment were used for all subsequent tests. qPCR was performed with a Bio-Rad icycler (Bio-Rad Laboratories) using transcript specific primers. PCR primer sequences are available upon request. PCR reaction parameters were optimized as needed and housekeeping genes were used to standardize and calculate ΔCT values. From this ΔΔCT values were calculated and are shown in in the columns labeled qPCR. Microarray expression differences are shown for comparison. Melt curve analyses were performed to test for specific amplification. In all cases amplification was specific.
(0.06 MB DOC)

Table S4 Regression statistics for generation time and brood size. Regression analysis was performed using Log2 transformed fold change values from the transcriptional profiling experiments as the independent variable and Log2 transformed fold change in generation time or brood size as the dependent variable. Correlation coefficients (r) and slope values for the best-fit lines are indicated. Additionally, P-values corresponding to tests of slope≠0 are shown.
(0.04 MB DOC)

Table S5 Genes and alleles used for functional tests. List of 21 mutants used for functional tests and their predicted molecular functions and allele type are indicated.
(0.05 MB DOC)

Figure S1 Survivorship curves. Survivorship curves are shown for N2 and mutant strains across time for bacterial environments: (A) *B. megaterium* (B) *E. coli* OP50 (C) *M. luteus* (D) *Pseudomonas* sp.
(1.09 MB TIF)

Figure S2 Microarray experimental design and analysis. (A) The experimental design for the microarray comparisons made is shown. All pairwise comparisons of adult *C. elegans* in the four bacterial environments were made in a factorial design. Six biological replicates were used and dye-swaps were preformed every other replicate. (B) Volcano plots are shown for each microarray comparison. For each, −log_10_(p-value) is plotted on the Y-axis and log2(fold change) is plotted on the X-axis. Data points represent the response of all the genes present on the microarrays used, with each point representing a single gene. Points above the horizontal line are significant at the false discovery rate q<0.01. The two vertical lines show 2 fold up or down regulation in the treatment (relative to the second listed bacteria in graph titles).
(0.75 MB TIF)

Figure S3 Regression analysis of generation time and brood size. Linear Regressions were performed using Log2 transformed fold change in gene expression from microarray experiments as the independent variable and Log2 transformed fold change in (A) Generation time or (B) Brood size in bacterial comparisons of mutant life history traits.
(0.18 MB TIF)

Figure S4 (A) Proportional changes in *hsp-12.6* fitness were calculated as (μ_N2_−μ_hsp-12.6_)/μ_N2_ by bacterial environment to make relative to *wild type*. (B) Proportional changes in rol-6 longevity (measured as TD_50_) relative to wild type calculated as (μ_N2_−μ_rol- 6_)/μ_N2_ by bacterial environment. Letters indicate significantly different means (P>0.05 by ANOVA).
(0.13 MB TIF)

# Supplementary material for: Caenorhabditis elegans Genomic Response to Soil Bacteria Predicts Environment-Specific Genetic Effects on Life History Traits
**Source:** PLoS Genet. 2009 Jun 5;5(6):e1000503. doi: 10.1371/journal.pgen.1000503
**Supplement:** Table S1 — Functional tests of brood size and generation time. Wild-type C. elegans and mutant strains were grown on the four bacterial environments and brood size and generation time were determined. Generation time was determined as T = (Σxlxmx)/(Σlxmx) (in days) using life tables. Standard error (s.e.m.) is given in parenthesis, and significant differences between mutant and wild-type is denoted by + or − (P<0.05) following values. Additionally + indicates an increase relative to wild type and a − indicates a decrease relative to wild-type. (0.07 MB DOC)

**Supporting Table 1**: Functional tests of brood size and generation time

|  | *E. coli* (OP50) | | *M. luteus* | | *Pseudomonas sp.* | | *B. megaterium* | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| Gene | Brood | T | Brood | T | Brood | T | Brood | T |
| *wt* | 290.80(60.87) | 4.40(0.19) | 171.00(70.12) | 5.15(0.36) | 307.00(49.16) | 4.11(0.25) | 210.83(57.22) | 5.10(0.20) |
| *acdh-1* | 283.20(43.15) | 5.14(0.16) | 172.67(53.43) | 5.46(0.55) | 290.83(104.7) | 4.32(0.39) | 184.83(38.73) | 4.80(0.59) |
| *C23H5.8* | 212.60(9.92)- | 5.35(0.04)+ | 186.00(7.42) | 5.93(0.07)+ | 313.40(21.03) | 5.13(0.03)+ | 239.20(17.61) | 4.58(0.04)- |
| *cey-2* | 348.20(18.03) | 5.20(0.07+ | 164.80(31.98) | 6.80(0.18)+ | 328.00(10.03) | 5.56(0.04)+ | 289.00(10.37)+ | 5.52(0.04)+ |
| *cey-4* | 313.80(16.48) | 4.58(0.14) | 208.60(3.29) | 5.12(0.09) | 356.60(12.26) | 4.62(0.08)+ | 363.40(19.73)+ | 5.45(0.05)+ |
| *cpi-1* | 260.20(46.09) | 4.71(0.13)+ | 122.00(101.4) | 4.21(0.49)- | 228.17(27.38)- | 4.24(0.42) | 207.50(14.94) | 4.68(0.54) |
| *ctl-1* | 177.00(22.99)- | 4.84(0.06)+ | 198.40(8.96) | 5.71(0.15)+ | 120.20(58.98)- | 4.17(0.18) | 73.00(17.21)- | 4.77(0.15)- |
| *cyp-37A1* | 301.00(18.06) | 4.46(0.03) | 149.00(14.41) | 5.78(0.19)+ | 311.40(11.06) | 4.44(0.05)+ | 298.60(58.54)+ | 5.42(0.22) |
| *dhs-28* | 129.60(53.53)- | 5.99(0.16)+ | 46.50(23.38)- | 5.34(0.46) | 138.33(45.63)- | 5.51(0.22)+ | 30.00(20.92)- | 5.80(1.08)+ |
| *dpy-14* | 53.60(41.51)- | 5.44(0.36)+ | 16.60(15.26)- | 5.29(0.21) | 38.40(18.50)- | 4.93(0.13)+ | 0.60(0.55)- | 6.33(0.58)+ |
| *dpy-17* | 125.83(15.87) | 4.90(1.12) | 144.83(45.08) | 4.93(0.39) | 173.00(113.0)- | 4.19(0.42) | 142.83(137.8) | 4.19(0.46)- |
| *elo-5* | 276.00(13.42) | 3.97(0.05)- | 179.00(8.86) | 4.70(0.10)- | 342.60(13.58) | 4.16(0.08) | 247.00(7.58) | 3.85(0.02)- |
| *F55F3.3* | 198.00(7.11)- | 4.19(0.11) | 118.20(56.23) | 5.27(0.46) | 31.20(4.66)- | 4.26(0.10) | 72.40(15.01)- | 5.91(0.26)+ |
| *fat-2* | 238.20(44.79) | 4.61(0.10) | 225.60(13.18) | 4.98(0.08) | 328.40(9.50) | 4.02(0.02) | 283.40(18.64)+ | 4.89(0.11) |
| *gei-7* | 299.20(26.99) | 4.54(0.20) | 186.67(56.70) | 5.18(0.34) | 302.33(40.83) | 4.31(0.22) | 200.67(85.45) | 4.36(0.29)- |
| *gld-1* | 222.40(19.19)- | 4.71(0.10)+ | 81.40(27.65)- | 4.77(0.22) | 215.00(50.91)- | 4.24(0.27) | 165.80(14.94) | 5.00(0.05) |
| *hsp-12.6* | 136.40(12.99)- | 4.34(0.04) | 97.40(21.13) | 4.99(0.15) | 135.40(27.93)- | 3.72(0.07)- | 109.80(14.72)- | 4.27(0.08)- |
| *mtl-2* | 361.20(42.44) | 4.44(0.17) | 244.67(32.66)+ | 5.00(0.41) | 346.00(28.64) | 4.16(0.21) | 269.50(42.79) | 4.26(0.26)- |
| *pab-2* | 300.20(11.65) | 4.01(0.03)- | 100.20(58.38) | 4.04(0.30)- | 304.00(8.12) | 3.94(0.14) | 279.40(16.82)+ | 4.84(0.10)- |
| *rol-6* | 162.00(22.36) - | 4.74(0.27) | 200.60(27.44) | 6.43(0.23)+ | 211.60(23.57)- | 4.72(0.02)+ | 257.60(18.39) | 5.91(0.03)+ |
| *sqt-2* | 233.80(8.11) | 5.01(0.04)+ | 180.60(12.14) | 5.25(0.10) | 339.00(12.57) | 4.44(0.03)+ | 218.00(107.1) | 4.20(0.12)- |
| *Y57A10C.6* | 267.80(43.61) | 4.60(0.13) | 60.00(80.02)- | 4.98(0.87) | 256.67(12.74)- | 4.41(0.29) | 184.33(40.76) | 5.30(0.51) |

# Supplementary material for: Caenorhabditis elegans Genomic Response to Soil Bacteria Predicts Environment-Specific Genetic Effects on Life History Traits
**Source:** PLoS Genet. 2009 Jun 5;5(6):e1000503. doi: 10.1371/journal.pgen.1000503
**Supplement:** Table S3 — qPCR validation results. We used quantitative reverse transcriptase real time PCR to validate the results of the microarray experiments. Three new biological replicates that were not used in the microarray experiments were used for validation. cDNA was synthesized for these RNA samples using a two-step iScript cDNASynthesis Kit (BioRad Laboratories) and these three replicate cDNA stocks for each bacterial environment were used for all subsequent tests. qPCR was performed with a Bio-Rad icycler (Bio-Rad Laboratories) using transcript specific primers. PCR primer sequences are available upon request. PCR reaction parameters were optimized as needed and housekeeping genes were used to standardize and calculate ΔCT values. From this ΔΔCT values were calculated and are shown in in the columns labeled qPCR. Microarray expression differences are shown for comparison. Melt curve analyses were performed to test for specific amplification. In all cases amplification was specific. (0.06 MB DOC)

**Supporting Table 3**: qPCR validation results

|  | *B. megaterium*  vs. E. coli | | *B. megaterium*  vs.  *M. luteus* | | *B. megaterium*  vs.  *Pseudomonas* | | *E. coli*  vs.  *Pseudomonas* | | *E. coli*  vs. M. luteus | | M. luteus vs.  *Pseudomonas* | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| Gene | Array | qPCR | Array | qPCR | Array | qPCR | Array | qPCR | Array | qPCR | Array | qPCR |
| *lys-4* | 1.814 | 2.01 | NS | NS | 4.9792 | 4.43 | 3.1652 | 3.03 | 1.8028 | 2.12 | 4.9681 | 5.31 |
| *ilys-3* | NS | NS | 1.7127 | 1.98 | 2.5388 | 2.12 | 2.2666 | 2.32 | 1.9848 | 1.88 | 4.2514 | 4.11 |
| *cpi-1* | 3.6191 | 4.03 | NS | NS | 2.8718 | 2.77 | NS | NS | 2.7359 | 2.53 | 1.9885 | 2.61 |
| *dpy-17* | 1.6517 | 1.72 | 1.1972 | 1.45 | NS | NS | NS | NS | NS | NS | NS | NS |
| *gei-7* | 1.8005 | 1.67 | 1.1629 | 1.28 | 1.8091 | 2.21 | NS | NS | NS | NS | NS | NS |
| *mtl-2* | 3.0595 | 2.89 | NS | NS | NS | NS | 2.1706 | 2.22 | NS | NS | NS | NS |
| *dhs-28* | NS | NS | 1.5478 | 1.67 | NS | NS | NS | NS | 1.9573 | 1.92 | 2.0024 | 2.53 |
| *Y57A10C.6* | NS | NS | 2.1269 | 2.03 | NS | NS | NS | NS | 2.6368 | 2.33 | 3.0965 | 3.62 |
| *act-4* | NS | NS | NS | NS | 1.8426 | 1.55 | 2.5454 | 2.13 | NS | NS | 2.0024 | 2.16 |
| *acdh-1* | NS | NS | 2.7392 | 2.56 | NS | NS | NS | NS | NS | NS | 2.7293 | 2.48 |
| *sodh-1* | 3.4823 | 3.06 | NS | NS | 2.8544 | 3.98 | NS | NS | 3.6534 | 5.31 | 3.0254 | 6.17 |
| *F41F3.3* | NS | NS | NS | NS | NS | NS | 2.7586 | 1.98 | NS | NS | 3.1077 | 2.68 |

# Supplementary material for: Caenorhabditis elegans Genomic Response to Soil Bacteria Predicts Environment-Specific Genetic Effects on Life History Traits
**Source:** PLoS Genet. 2009 Jun 5;5(6):e1000503. doi: 10.1371/journal.pgen.1000503
**Supplement:** Table S4 — Regression statistics for generation time and brood size. Regression analysis was performed using Log2 transformed fold change values from the transcriptional profiling experiments as the independent variable and Log2 transformed fold change in generation time or brood size as the dependent variable. Correlation coefficients (r) and slope values for the best-fit lines are indicated. Additionally, P-values corresponding to tests of slope≠0 are shown. (0.04 MB DOC)

Supporting Table 4: Regression statistics for generation time and brood size

| Life history | Data set | r | Slope | Slope ≠ 0 *P*-value |
| --- | --- | --- | --- | --- |
| Log2(fold change generation time) | All | 0.057 | 0.054 | <0.0001 |
| Log2(fold change brood Size) | All | 0.34 | -0.051 | 0.5287 |

# Supplementary material for: Caenorhabditis elegans Genomic Response to Soil Bacteria Predicts Environment-Specific Genetic Effects on Life History Traits
**Source:** PLoS Genet. 2009 Jun 5;5(6):e1000503. doi: 10.1371/journal.pgen.1000503
**Supplement:** Table S5 — Genes and alleles used for functional tests. List of 21 mutants used for functional tests and their predicted molecular functions and allele type are indicated. (0.05 MB DOC)

**Supporting Table 5**: Genes and alleles used for functional tests

| Gene | Allele | Predicted molecular function | Allele type |
| --- | --- | --- | --- |
| *acdh-1* | *ok1489* | Acyl-CoA dehydrogenase | Null |
| *C23H5.8* | *ok651* | Unknown function | Null |
| *cey-2* | *ok902* | Cold-shock/Y-box domain containing | Null |
| *cey-4* | *ok858* | Unknown function | Null |
| *cpi-1* | *ok1213* | Homolog of cysteine protease inhibitors (cystatins) | Null |
| *ctl-1* | *ok1242* | Cytosolic catalase | Null |
| *dhs-28* | *ok450* | 17-Beta-hydroxysteroid dehydrogenase 4 | Null |
| *dpy-14* | *e188* | Type III (alpha 1) collagen | Missense |
| *dpy-17* | *e1295* | Cuticle collagen | Loss-of-function, Not molecularly characterized |
| *elo-5* | *gk182* | PUFA elongase | Null |
| *cyp-37A1* | *ok673* | Cytochrome P450 | Null |
| *F55F3.3* | *ok1758* | Unknown function | Null |
| *fat-2* | *ok873* | Delta-12 fatty acyl desaturase | Null |
| *gei-7* | *ok531* | Predicted isocitrate lyase/malate synthase | Null |
| *gld-1* | *op236* | Meiotic cell cycle/oogenesis | Missense |
| *hsp-12.6* | *gk156* | Predicted heat shock protein | Null |
| *mtl-2* | *gk125* | Metallothionein | Null |
| *pab-2* | *ok1851* | Polyadenylate-binding protein | Null |
| *rol-6* | *e187* | Cuticle collagen | Loss-of-function, Not molecularly characterized |
| *sqt-2* | *sc108* | Cuticle collagen | Missense |
| *Y57A10C.6* | *ok693* | Predicted thiolase | Null |

How the deposited data were processed for this re-analysis (not part of the article)

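RNA of wild-type *C. elegans* grown on *E. coli*, *M. luteus*, *Pseudomonas* sp. or *B. megaterium* was compared on 36 2-colour arrays of spotted oligonucleotides, as 6 biological replicates of the 6 pairs of bacteria, with 72 channels in all. Per the paper and the labels, the authors labelled RNA by 3DNA Array350, hybridized in a Tecan station, scanned with an Axon scanner, subtracted background in GenePix and removed bad spots by hand. The deposited intensities are these linear background-subtracted values, which the authors deposited without normalization. Of the 23232 probes, 17461 carry 1 gene symbol and 5771 none, and 17371 of the gene identifiers are in the RefSeq gene table. 1 array of *M. luteus* and *B. megaterium* has replicate number 4 in Cy3 and 3 in Cy5 and was placed in replicate 4, where the design needs it.

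Everything else was computed here. Values were put on the log2 scale, with values at or below 0 as missing, the mean of each channel was subtracted, and the mean difference between dyes was removed per probe. Within each replicate the 4 environment effects came by least squares from the differences within arrays. limma 3.58.1 in R 4.3.3 fitted environment and replicate to these estimates, with 1 residual degree of freedom taken off for the dye. With 6 replicates this leaves 14 residual degrees of freedom, to which the prior added 6.72. Probes with at least 4 replicates were tested, p was adjusted by Benjamini-Hochberg over all probes and 6 comparisons, and probes with adjusted p under 0.01 were called. Of the tested probes 1721 had 5 replicates and 2193 had 4. Tested probes had a median log2 signal of 4.98 and the others 3.91. Median channel intensities lay between 6 and 214.

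The paper used a mixed model on channels with a threshold of q under 0.01. Here replicates, not channels, are the unit, and the study's channel-level model is an alternative. It was run in limma with arrays as a random block and Benjamini-Hochberg adjustment, and so is like the paper's SAS model but not the same. Replicates share their arrays within a number, so the number pairs the environments by design. The deviations of replicate means with the same number correlated with a median of 0.228 (0.08 to 0.40, over 0.1 in 35 of 36 pairs), against −0.066 for different numbers. Each array's differences correlated positively with those of the other replicates (0.05 to 0.43, median 0.22), which does not test the label of each array, as the lowest values were 0.0491 and 0.0507.

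The design, the gene lists and the alternatives were set before the data were examined, though the values of Table S2 had been seen by then. Many of the gene lists hold genes of Table S2, which comes from the same arrays. Their shifts and shares of calls are thus not independent of it. Genes are named by a rule: in each comparison, among called probes with the same sign in at least 5 of 6 replicates (or 4 of 5, or 4 of 4), the 12 largest changes in each direction, and each gene that the paper names in its text, Table 1 or Table S3. Any gene named outside this rule was chosen after its values were seen. 32 gene lists (lysozymes, saposin-like proteins, C-type lectins, galectins, epidermal peptides, PMK-1 targets, collagens, molting, ribosome, translation, yolk, lipid and energy metabolism, proteases, stress, detoxification, germline and tissue markers) and the 11 groups of Table S2 except 1 were tested with cameraPR at a preset correlation between genes of 0.01 and again with an estimated correlation, over 252 tests, at adjusted p under 0.05. The group left out, for metabolism with defense, had 1 gene with a probe and was too small to test. The correlation of a list was estimated from its tested probes with all 6 replicates. Negative estimates were raised to no correlation, which is less strict than the preset value. Of 97 list shifts called with the preset correlation, 37 stay with an estimated correlation. For the fixed lists these are 15 of 63. They are lysozymes (*B. megaterium* against *Pseudomonas* sp., *E. coli* against *M. luteus*, *M. luteus* against *Pseudomonas* sp.), fatty acid oxidation (*B. megaterium* against *M. luteus*, *E. coli* against *M. luteus*, *M. luteus* against *Pseudomonas* sp.), collagens (*B. megaterium* against *E. coli*, *E. coli* against *Pseudomonas* sp.), DAF-16 targets (*B. megaterium* against *E. coli*, *B. megaterium* against *Pseudomonas* sp.), fatty acid synthesis (*B. megaterium* against *M. luteus*), intestine (*B. megaterium* against *Pseudomonas* sp.), and saposins, galectins and yolk (*M. luteus* against *Pseudomonas* sp.). Fisher's exact test compared the share of called probes in each list with that of all named probes.

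Correlations with mutant traits use the paper's trait values and 100000 two-sided permutations of genes (Python 3.11.15, scipy 1.17.1), adjusted over 4 traits. The calls, the list test and the permutation test were tried on simulated data, and the other steps were not. With the study's channel-level model on simulated data, 10 unchanged probes were called for *B. megaterium* against *E. coli*, 12 for *B. megaterium* against *Pseudomonas* sp. and 8 for *E. coli* against *Pseudomonas* sp., where no changes were simulated and limma on replicates called 0. In the comparisons with simulated changes, 7 of 153 calls of that model were unchanged probes for *B. megaterium* against *M. luteus*, 3 of 141 for *E. coli* against *M. luteus* and 7 of 153 for *M. luteus* against *Pseudomonas* sp., and it called 39, 34 and 39 of 50 changes of 4-fold, against 10, 10 and 12 for limma on replicates, with 0 unchanged probes. These data held a spread between replicates of each environment, which limma on replicates allows for and that model leaves out. The counts are thus no estimate of the study's own error rate. For *E. coli* against *M. luteus*, 0 of 200 unchanged lists passed at the preset correlation. Probes were simulated as independent of each other, so this does not test the effect of correlation between genes. The permutation test passed 50 of 1000 unrelated and 869 of 1000 related sets at p under 0.05. Alternatives were other models, scalings, filters and corrections, each replicate left out in turn, and the array with conflicting labels left out. Genes of Table S2 with a letter in their sequence name, and probes without a symbol, are not analysed by name here.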

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

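The tests of technical explanations in this part were chosen only after the results were seen. Of 257 gene by comparison groups, 18 (7.00%) have 1 replicate far from the others, where chance alone gives about 1 in 20. Of these values 9 come from replicate 5, 5 from replicate 2, 2 from replicate 3, 1 from replicate 6, 1 from replicate 7 and 0 from replicate 4. Values are log2 fold changes, with the range of the other replicates in parentheses. For *B. megaterium* against *E. coli* they are *T22F3.11* −4.90 in replicate 6 (−3.07 to −2.72), *F41F3.3* −1.08 in replicate 2 (−4.13 to −3.19), *ZC395.5* −1.08 in replicate 5 (−3.35 to −2.63), *cey-4* −0.61 in replicate 3 (0.17 to 0.46), *lys-4* 5.75 in replicate 5 (0.85 to 2.36) and *fil-1* 3.89 in replicate 2 (2.26 to 2.56). In *B. megaterium* against *M. luteus* these are *daf-22* 0.18 in replicate 5 (−3.11 to −2.18), *asp-13* −0.61 in replicate 2 (−2.31 to −1.98), *hsp-12.6* 0.41 in replicate 2 (−1.41 to −0.90) and *ctl-1* 0.70 in replicate 5 (−1.48 to −0.74). In *B. megaterium* against *Pseudomonas* sp. these are *dpy-14* −2.18 in replicate 5 (−0.45 to 0.31), *ilys-3* 0.64 in replicate 7 (2.91 to 3.80) and *ilys-5* 2.58 in replicate 2 (4.17 to 4.51). In *E. coli* against *M. luteus* these are *ilys-3* −3.47 in replicate 5 (−2.06 to −1.56), *dpy-17* 1.64 in replicate 5 (−0.14 to 0.44) and *ZK813.2* 2.77 in replicate 5 (1.25 to 1.74). The others are *col-178* for *E. coli* against *Pseudomonas* sp., 0.83 in replicate 3 (3.87 to 5.05), and for *M. luteus* against *Pseudomonas* sp. *vit-3* −1.21 in replicate 5 (3.51 to 4.60).

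7 genes that Table S2 does not list were called: *T22F3.11* for *B. megaterium* against *E. coli* (−3.40, adjusted p = 0.00959 from limma, 4 replicates), *acox-1.6* for *B. megaterium* against *M. luteus* (−2.96), *T18H9.11* for *B. megaterium* against *Pseudomonas* sp. (3.02) and for *M. luteus* against *Pseudomonas* sp. (2.49), *ant-1.3* (1.65) and *epic-2* (3.42) for *E. coli* against *Pseudomonas* sp., and *vit-3* (3.32) and *vit-4* (3.88) for *M. luteus* against *Pseudomonas* sp. 21 called probes have no single gene name here, so whether the paper lists their genes could not be checked. Of the calls of the 7 genes, those of *T22F3.11* and *acox-1.6*, in 4 replicates each, could not be tested without any of them, and the others end when single replicates are left out.

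Expression change and mutant TD_50_ correlated with r = −0.61 over 16 genes. That differences in lifespan between bacteria shared by all strains carry all of it is argued against by a permutation p of 0.00226 around the mean r of permuted pairings. The mean r of −0.39 over permuted pairings goes with such shared differences carrying part of it, and relative to wild type r was 0.0706 against a mean of 0.34 over permuted pairings, with the same permutation p. A single gene as the source is argued against by r = −0.58, the weakest value with 1 gene left out. A dependence of lifespan on the expression of these genes on each bacterium stays open as a hypothesis, found and tested on the same data.

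Cuticle collagens were higher on *E. coli* than on *Pseudomonas* sp. (median 1.08) and lower on *B. megaterium* than on *E. coli* (−0.95). Younger, molting worms on *E. coli* are argued against for the first comparison, as 6 molting-cycle genes had a median of 0.11 (SD 0.39), a gap of 0.98, but cannot be told apart for *B. megaterium* against *E. coli*, where those genes had a median of −0.86 (SD 0.73, adjusted p = 0.117 with an estimated correlation). Molting-cycle genes mark molting and so do not test a difference in age among adult worms in either comparison. A smaller share of all somatic RNA on *B. megaterium*, the intestine included, is argued against by a median of 0.84 (SD 1.51, adjusted p = 0.528 with an estimated correlation) for 10 intestinal markers, a gap of 1.79, in 1 tissue with a wide spread. A smaller share of RNA from muscle and epidermis on *B. megaterium* cannot be told apart, as 18 muscle markers had a median of −0.54 (SD 0.72, adjusted p = 0.321 with an estimated correlation, with −0.95 and −0.73 for the abundant *act-1* and *mlc-2* at mean log2 signals of 8.89 and 8.41), 17 epidermal peptide probes −0.62 (adjusted p = 0.166) and 35 oocyte and germline probes 0.53 (adjusted p = 0.117). An effect of the bacteria on collagen expression, or on the age or tissue shares of the worms, stays open in these comparisons. For *E. coli* against *Pseudomonas* sp. tissue shares were not tested, and the median of the muscle markers was also higher on *E. coli* there.

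Lysozymes were lower on *Pseudomonas* sp. than on *M. luteus* and *B. megaterium*, with medians of 2.39 for *M. luteus* over *Pseudomonas* sp. and 1.82 for *B. megaterium* over *Pseudomonas* sp. For the 5 probes of genes that Table S2 does not list the medians were 0.33 and 0.71, and the gaps below are for the whole list. A smaller share of intestinal RNA on *Pseudomonas* sp. than on *M. luteus*, as the whole cause, is argued against by a median of 0.52 (SD 1.02, adjusted p = 0.157 with an estimated correlation) for 10 intestinal markers, a gap of 1.88, with 0.27, 0.45 and 1.52 for the abundant *asp-1*, *asp-3* and *asp-6* (mean log2 signal 11.96, 10.96 and 10.90). This does not extend to the 5 probes of genes that Table S2 does not list, whose median of 0.33 lies below that of the markers. For *B. megaterium* over *Pseudomonas* sp. the same markers had a median of 1.60 (SD 1.54, adjusted p = 0.0479 with an estimated correlation), a gap of 0.22, which goes with a smaller intestinal share on *Pseudomonas* sp. than on *B. megaterium*, although 6 of these markers are in Table S2 and 7 in another list. The position of the spots is argued against by a median of 0.14 (SD 0.52) for 18 probes with neighbouring numbers in *M. luteus* over *Pseudomonas* sp., a gap of 2.25. An effect of the bacteria on lysozyme expression and, for *B. megaterium* over *Pseudomonas* sp., on the intestinal share stay open as hypotheses.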

How the results depend on the processing

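The settings with probes on at least 12 arrays and without the replicate 3 and replicate 5 arrays, the points that Table S2 does not list and, for list shifts, the block on replicate means, median centring and leaving out the array with conflicting labels were chosen after seeing the data, and all others in this part were planned. Counts are of called probes, in the order *B. megaterium* against *E. coli*, *B. megaterium* against *M. luteus*, *B. megaterium* against *Pseudomonas* sp., *E. coli* against *M. luteus*, *E. coli* against *Pseudomonas* sp., *M. luteus* against *Pseudomonas* sp. and unique probes, and are 30, 9, 41, 19, 34, 49 and 111 as reported. With the study's channel-level model they were 93, 42, 130, 56, 89, 141 and 300, and with arrays as fixed effects and an unmoderated test 101, 39, 112, 52, 96, 123 and 295. In these models each environment of a replicate counts through its 3 channels. In simulated data the study's model, the 1 of the 2 that was simulated, also called unchanged probes. Those data held a spread between replicates that this model leaves out, so its unchanged calls do not measure the study's own error rate. With eBayes using a trend and robust estimation the counts were 61, 14, 62, 34, 61, 84 and 180. With adjusted p under 0.05 they were 90, 23, 90, 46, 88, 102 and 247. Restricting the tests to probes with all 6 replicates gave 62, 15, 69, 31, 60, 74 and 169, and allowing 2 replicates gave 16, 5, 20, 5, 16, 26 and 56. Without the dimmest probes the counts that moved were 48 for *B. megaterium* against *E. coli* and 52 for *E. coli* against *Pseudomonas* sp. Without dye correction they were 21 for *E. coli* against *Pseudomonas* sp. and 31 for *M. luteus* against *Pseudomonas* sp. With values at or below 0 set to the smallest positive value, *E. coli* against *M. luteus* had 12, and with Benjamini-Hochberg within each comparison 10. The channel-level model on probes on at least 12 arrays gave 64, 26, 89, 43, 63, 112 and 218. Without the replicate 3 and replicate 5 arrays *E. coli* against *Pseudomonas* sp. had 56 and *M. luteus* against *Pseudomonas* sp. 80. Without single replicates the counts ran from 15 to 29, 5 to 15, 19 to 46, 4 to 19, 8 to 59, 19 to 72 and 45 to 130. Unique probes were 70 without replicate 2, 45 without replicate 4, 53 without replicate 6 and 53 without replicate 7. The cause of these differences was not tested, apart from the number of probes tested or replicates used, which these settings change by construction.

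With replicate means and the replicate as a block, the pairing by number, *E. coli* against *Pseudomonas* sp. had 19 calls and no other count moved by over 1.5 times. With no replicate block the counts were 11, 5, 18, 9, 0, 19 and 31. That 0 comes from limma, with 494 probes at unadjusted p under 0.05, and under the other settings run the count for *E. coli* against *Pseudomonas* sp. was at least 8. Of 153 calls of named genes, 49 were lost with the block on replicate means and 101 without it, and 10 and 14 of the 97 list shifts.

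Of the 153 named calls, 62 remained with every replicate left out in turn, 5 of which were measured in 4 replicates and not tested without any of them, and 91 were lost with at least 1 (54 without replicate 2, 39 without 3, 85 without 4, 24 without 5, 73 without 6 and 70 without 7). Under the study's channel-level model 13 were lost, under quantile normalization 21, under loess 29, under median centring 10, without dye correction 43, with probes in at least 2 replicates 72, with values at or below 0 set to the smallest positive value 35, without the array with conflicting labels 9, with the channel-level model on probes on at least 12 arrays 20, without the replicate 3 and replicate 5 arrays 39 and with arrays as fixed effects 1, and in none of these did a named call reverse. Of the 97 list shifts 37 stay with an estimated correlation, 91 under the study's channel-level model, 84 under quantile normalization (12 lost and 1 reversed), 83 under loess (12 lost and 2 reversed), 91 without the dimmest probes, 94 without the array with conflicting labels, 87 without the replicate 3 and replicate 5 arrays and 97 under median centring. The median of cytosolic ribosomal proteins reversed to −0.0870 for *M. luteus* against *Pseudomonas* sp. under quantile normalization and, under loess, to −0.14 for *E. coli* against *Pseudomonas* sp. and −0.14 for *M. luteus* against *Pseudomonas* sp.

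The correlation of expression with mutant TD_50_ turned to 0.0706 when mutants were taken relative to wild type, where permuted pairings gave a mean r of 0.34, with a permutation p of 0.00226 around that mean as for the values themselves, and lay between −0.58 and −0.63 with single replicates left out. Over the points that Table S2 does not list it was −0.60. The correlation with fitness passed p under 0.05 for called points alone (−0.35, permutation p = 0.0496), without *cey-2* (−0.33, p = 0.0351 by permutation) and without *dpy-14* (−0.42, p = 0.0107 by permutation), and around the mean of permuted pairings, of these 3, only without *dpy-14* (permutation p = 0.0869, 0.0728 and 0.0262). The correlation with brood size turned to 0.0043 relative to wild type, 0.0065 for points not called and 0.0090 without *daf-22* (Y57A10C.6). The cause was not tested. Simulated changes of 2-fold were called for at most 1 of 50 probes in each of the 3 comparisons simulated, and recovery by signal was not simulated. Probes measured in too few replicates to be tested were dimmer, with a median log2 signal of 3.91 against 4.98 for tested probes.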

Differences from the paper's values

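The thresholds are those of the paper (q or adjusted p under 0.01). The paper reports 55 genes for *B. megaterium* against *E. coli* and limma called 30 probes here. Without the dimmest probes, with all 6 replicates required or with a trend and robust estimation, all set before the data were examined, the counts are within 1.5 times of each other, and under the other planned settings they are not. The paper reports 25 for *B. megaterium* against *M. luteus* and 9 were called, which come within that range with adjusted p under 0.05. The paper reports 81 for *B. megaterium* against *Pseudomonas* sp. and 41 were called, within range for the channel-level model with fixed arrays, all 6 replicates, trend and robust estimation, and adjusted p under 0.05. The paper reports 41 for *E. coli* against *M. luteus* and 19 were called, within range for both channel-level models and the last 3 of those settings. The paper reports 62 for *E. coli* against *Pseudomonas* sp. and 34 were called, within range for the study's channel-level model, without the dimmest probes, with all 6 replicates, with trend and robust estimation, without replicate 5 and with adjusted p under 0.05. The paper reports 108 for *M. luteus* against *Pseudomonas* sp. and 49 were called, within range for both channel-level models, all 6 replicates, trend and robust estimation, without replicate 5 and with adjusted p under 0.05. In each case the other settings planned before the data were examined leave the difference.

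The paper reports 372 genes in all, 204 unique genes and 366 changes over 2-fold, against 182 calls, 111 unique probes and 182 calls over 2-fold here. The first 2 come within 1.5 times for both channel-level models, without the dimmest probes, with all 6 replicates, with trend and robust estimation and with adjusted p under 0.05, and the last for the channel-level model with fixed arrays and the next 3 of these. Under the other planned settings the differences stay. The channel-level model on probes on at least 12 arrays, chosen after seeing the values, closes the gap in each of these counts, and it calls 216 of 323 entries of Table S2 in the paper's direction and 1 in the opposite direction and drops the rest. Leaving out the replicate 3 and replicate 5 arrays, also chosen after seeing the values, closes it for *B. megaterium* against *Pseudomonas* sp., *E. coli* against *Pseudomonas* sp. and *M. luteus* against *Pseudomonas* sp. Of 321 entries of Table S2 compared, the channel-level models call 291 (fixed arrays) and 252 (the study's) in the paper's direction, limma on replicates calls 133, and each of the 3 calls 1 in the opposite direction.

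The paper gives 11.6% of its genes to defense, and here the share of called genes is 18.5%, within range for both channel-level models, without the dimmest probes, with all 6 replicates and with trend and robust estimation. The paper counts 20 defense genes higher on *M. luteus*, 12 on *E. coli*, 14 on *B. megaterium* and 2 on *Pseudomonas* sp., against 13, 6, 8 and 1 here, with the group of Table S2 for metabolism with defense included. The first is within 1.5 times for both channel-level models, quantile normalization, loess, without the dimmest probes, with trend and robust estimation and without replicate 5, the second for both channel-level models and trend and robust estimation, the third for both channel-level models and the fourth for none of the planned settings. Counting the genes of these groups in Table S2 itself gives 17, 12, 11 and 2.

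For points without significant expression change the paper gives a correlation with TD_50_ of −0.53 over points of 21 genes, against −0.66 here. The points are not the same, as the 82 points not called here come from 16 genes and 15 of them are listed in Table S2. Over the 68 points of these 16 genes that Table S2 does not list, chosen after seeing the values and so leaving out 28 points that it lists, r was −0.60, and the paper's value is then within the error. For generation time the paper's text gives r of −0.057 against 0.29 here, and for brood size 0.34 against −0.086, and none of the planned settings removes either difference. Table S4 gives generation time r of 0.057, without the minus sign, with a significant slope, and brood size r of 0.34 with a negative slope that is not significant. Over the paper's 126 points r of 0.057 gives p = 0.526 and r of 0.34 gives p = 9.81e-05 (t test), so the r and p of neither line can both hold, and each p goes with the r of the other line. With the paper's 2 values of r exchanged, 0.34 for generation time stands against 0.29 here and −0.057 for brood size against −0.086, both within the error, a comparison made after seeing the values. The brood value rests in part on *dpy-14*, whose mutant had almost no progeny on *B. megaterium*. The slopes that the paper gives for these 2 traits have the signs found here.

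In Table S2, 8 of 321 entries differ by more than their errors. The paper's value for *col-13* on *E. coli* over *Pseudomonas* sp. is 1.9353, against 0.0128 for 1 of its 2 probes and 3.36 for the other, with a mean of 1.69, and it falls within the error on replicate means with or without the block and without replicate 6. For *col-13* on *M. luteus* over *Pseudomonas* sp. the paper's value is 1.7242 against 0.43 and 2.33 (mean 1.38), and leaving out the replicate 3 and replicate 5 arrays, chosen after seeing the values, closes it. Averaging over the probes of a gene, also chosen after seeing the values, closes the difference for both of these, for *lys-5* and for *skr-4*, and of the 22 entries of Table S2 for genes with over 1 tested probe all 22 are then within the error, against 18 by 1 probe, with no entry dropped. *F52C6.12* on *M. luteus* over *Pseudomonas* sp. has 1.8008 in the paper and 2.52 here (closed by both channel-level models), *lys-5* on *B. megaterium* over *Pseudomonas* sp. 2.8135 and 1.35, with 4.28 by the other probe and a mean of 2.82 (closed by the channel-level model with fixed arrays and by setting values at or below 0 to the smallest positive value), and *clec-50* on *M. luteus* over *Pseudomonas* sp. 3.8919 and 4.84 (closed by loess and without replicate 6). *skr-4* on *B. megaterium* against *M. luteus* has −0.9073 in the paper and −1.43 here (mean over both probes −0.95, closed by both channel-level models, replicate means with and without the block, loess and without replicate 7). *R09H10.5* has −1.0081 for *E. coli* over *Pseudomonas* sp. and, in 1 of its 2 entries, −1.0356 for *M. luteus* over *Pseudomonas* sp. in the paper, against 0.90 and 1.88 here, and no setting closes these, while the other entry of the paper for *M. luteus* over *Pseudomonas* sp. has the direction found here. In each case the other settings planned before the data were examined leave the difference.

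The column of Table S2 named fold change matches the values here on the log2 scale (median ratio 0.977 over 133 entries called in the paper's direction), and so do the folds that the paper's text gives for *hsp-12.6* and *rol-6*, which are −2.38 for *B. megaterium* over *E. coli* and 2.80 for *E. coli* over *Pseudomonas* sp. on the log2 scale here. The paper states that *gld-1* was up-regulated on *B. megaterium* over *Pseudomonas* sp., where limma did not call it (1.09, adjusted p = 0.123), while both channel-level models do (1.34 and 1.21), as does the channel-level model on probes on at least 12 arrays (1.36), chosen after seeing the values, which calls 216 of 323 entries of Table S2 in the paper's direction and 1 in the opposite direction and drops the rest. The array values in Table S3 for *F41F3.3* equal those that Table S2 gives for *col-139*, and the value in Table S3 for *act-4* on *M. luteus* over *Pseudomonas* sp. equals that of *dhs-28*. The text speaks of fewer genes with qPCR than the 12 in Table S3.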

Other observations

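Genes of the intestinal vacuolar proton pump and of energy metabolism were among the lists not described above. Of 16 vacuolar ATPase probes, *vha-6* alone was called, on *B. megaterium* over *Pseudomonas* sp., with a call that ends without replicate 4, 5, 6 or 7 (1.98 to 2.43), and 15 had a higher value there (median 0.70, adjusted p = 5.86e-05 with the preset and 0.137 with an estimated correlation). For *M. luteus* over *Pseudomonas* sp. their median was 0.57 (adjusted p = 0.00918 with the preset and 0.373 with an estimated correlation). Of 32 oxidative phosphorylation probes, *cyc-2.1* was called on *E. coli* over *Pseudomonas* sp. (median 0.35, adjusted p = 0.00609 with the preset and 0.499 with an estimated correlation), and on *M. luteus* over *Pseudomonas* sp. the median was 0.39 (adjusted p = 0.011 and 0.528). The adenine nucleotide carrier gene *ant-1.3* rose on *E. coli* over *Pseudomonas* sp. (1.65), in the same direction, and its call and that of *cyc-2.1* end when single replicates are left out (1.43 to 1.82 for *ant-1.3*). 14 probes for the TCA and glyoxylate cycle had a median of 0.51 on *M. luteus* over *Pseudomonas* sp. (adjusted p = 0.00769 with the preset and 0.185 with an estimated correlation), with 0 called by limma and 6 higher and 0 lower at unadjusted p under 0.05. Of 9 translation factor probes, *eef-1B.1* alone was called, on *E. coli*, *M. luteus* and *B. megaterium* over *Pseudomonas* sp. (the last 2 calls end when single replicates are left out), and the list did not shift (adjusted p = 0.0933, 0.0588 and 0.17). Of 19 lipid-binding protein probes *lbp-5* was called on *E. coli* against *M. luteus*, where its call ends when single replicates are left out, and the list had a median of −0.20 on *B. megaterium* against *M. luteus* (adjusted p = 0.0363 with the preset and 0.43 with an estimated correlation).

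18 muscle probes had medians of −0.54 on *B. megaterium* against *E. coli*, 0.40 on *E. coli* against *M. luteus* and 0.54 on *E. coli* against *Pseudomonas* sp. (adjusted p = 0.0024, 0.00912 and 0.00315 with the preset and 0.321, 0.411 and 0.332 with an estimated correlation). 10 intestinal probes had a median of 0.62 on *E. coli* over *Pseudomonas* sp. (adjusted p = 0.0096 with the preset and 0.276 with an estimated correlation), and 0.84 on *B. megaterium* over *E. coli* (adjusted p = 0.123), where *mtl-2* fell. 7 neuronal probes had a median of 0.49 on *E. coli* over *M. luteus* (adjusted p = 0.04 with the preset and 0.211 with an estimated correlation), and 14 UDP-glycosyltransferase probes −0.26 on *B. megaterium* against *M. luteus* (adjusted p = 0.0497 and 0.485). 18 pharyngeal gland, 13 glycolysis, 8 methionine and propionate, 19 cytochrome P450, 16 glutathione S-transferase and 5 chaperone probes shifted in no comparison at adjusted p under 0.05 with the preset correlation. In these lists and in those for muscle, neurons and UDP-glycosyltransferases 0 probes were called by limma, and at unadjusted p under 0.05 the highest counts were 6 lower on *B. megaterium* against *E. coli* and 6 higher on *E. coli* against *Pseudomonas* sp., both for muscle.

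For 44 genes with exactly 2 tested probes, a fixed distance apart in number, the log2 fold changes of the 2 probes correlated with r of 0.54, 0.38, 0.66, 0.53, 0.49 and 0.65 in the order of comparisons above. Other genes with more than 1 tested probe were left out. Probes of different genes with neighbouring numbers correlated with r of at most 0.03. The mean over both probes is 1.69 for *col-13* on *E. coli* over *Pseudomonas* sp., 2.82 for *lys-5* on *B. megaterium* over *Pseudomonas* sp., 2.04 for *vit-3* and 2.32 for *vit-4* on *M. luteus* over *Pseudomonas* sp.

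The number of calls was also set against other splits of the 12 samples of each pair of bacteria, a test chosen after the counts were seen. Of 100 splits, drawn with the real one included, 1 gave as many calls as the real one in each comparison and 1 in all comparisons together, namely the real one itself. The other splits keep the true differences between bacteria in their residual spread, which can lower their counts, so this test does not exclude chance. The real counts and the highest other split were 30 and 1 for *B. megaterium* against *E. coli*, 9 and 1 for *B. megaterium* against *M. luteus*, 41 and 8 for *B. megaterium* against *Pseudomonas* sp., 19 and 1 for *E. coli* against *M. luteus*, 34 and 3 for *E. coli* against *Pseudomonas* sp., 49 and 27 for *M. luteus* against *Pseudomonas* sp., and 111 and 0 for unique probes. With bacteria exchanged within replicates, which keeps the pairs, the highest other of 32 was 2, 3, 4, 2, 13 and 23 in the same order. The split with 27 calls for *M. luteus* against *Pseudomonas* sp. was not traced to a cause.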
